# GWAS and 3D chromatin mapping identifies multicancer risk genes associated with hormone-dependent cancers

**DOI:** 10.1371/journal.pgen.1011490

**Published:** 2024-11-25

**Authors:** Isela Sarahi Rivera, Juliet D. French, Mainá Bitar, Haran Sivakumaran, Sneha Nair, Susanne Kaufmann, Kristine M. Hillman, Mahdi Moradi Marjaneh, Jonathan Beesley, Stacey L. Edwards

## Abstract

Hormone-dependent cancers (HDCs) share several risk factors, suggesting a common aetiology. Using data from genome-wide association studies, we showed spatial clustering of risk variants across four HDCs (breast, endometrial, ovarian and prostate cancers), contrasting with genetically uncorrelated traits. We identified 44 multi-HDC risk regions across the genome, defined as overlapping risk regions for at least two HDCs: two regions contained risk variants for all four HDCs, 13 for three HDCs and 28 for two HDCs. Integrating GWAS data, epigenomic profiling and promoter capture HiC maps from diverse cell line models, we annotated 53 candidate risk genes at 22 multi-HDC risk regions. These targets were enriched for established genes from the COSMIC Cancer Gene Census, but many had no previously reported pleiotropic roles. Additionally, we pinpointed lncRNAs as potential HDC targets and identified risk alleles in several regions that altered transcription factors motifs, suggesting regulatory mechanisms. Known drug targets were over-represented among the candidate multi-HDC risk genes, implying that some may serve as targets for therapeutic development or facilitate the repurposing of existing treatments for HDC. Our approach provides a framework for identifying common target genes driving complex traits and enhances understanding of HDC susceptibility.

## Author summary

While hormone-dependent cancers (HDCs) share several risk factors, our understanding of the complex genetic interactions contributing to their development is limited. In this study, we leveraged large-scale genetic studies of cancer risk, high-throughput sequencing methods and computational analyses to identify genes associated with four HDCs: breast, endometrial, ovarian and prostate cancers. We identified known cancer genes and discovered many that were not previously linked to cancer. These findings are significant because identifying genes associated with risk of multiple cancer types can enhance the gene mapping accuracy and highlight new therapeutic targets.

## Introduction

Breast, endometrial, ovarian and prostate cancers are hormone-dependent cancers (HDCs) that together account for up to 30% of new cancer diagnoses each year [1]. These cancers share several environmental, behavioural and genetic risk factors, suggesting a common aetiology [2,3]. This premise is supported by genome-wide association studies (GWAS) which have identified hundreds of cancer-specific risk loci [4–7] and multiple pleiotropic loci associated with at least two HDCs [8–11]. The detection of pleiotropic loci suggests that shared genetic factors likely contribute to polygenic risk of HDCs and raises the possibility of common driver genes and biological pathways.

A key aim of post-GWAS is to identify the target gene(s) that are affected at each GWAS region. This is complicated by the fact that most risk variants reside in noncoding regions of the genome making it difficult to interpret how they contribute to cancer susceptibility [12]. Target gene mapping for pleiotropic loci typically relies on statistical approaches such as expression quantitative trait loci (eQTL) and transcriptome-wide association studies (TWAS) [9,10,13]. However, these methods are limited by small sample sizes which reduces power, the use of steady-state gene expression and the lack of data from relevant tissues. Orthologous functional assays provide complementary mapping approaches to better define regulatory variants and connect them to their target genes.

## Results and discussion

While most GWAS variants are dispersed across the genome, several genomic regions harbour variants for multiple cancer types, suggesting common target gene(s) may drive these associations. Independent signals for HDC were obtained from large-scale GWAS, meta-analyses and fine-mapping (196 breast [4], 17 endometrial [5], 60 ovarian [6] and 258 prostate cancer index variants [7]). To assess whether HDC variants were more frequently positioned together than would be expected by chance, we defined “clusters” when variants associated with two or more HDCs were co-localized within the same 100 kb window. We compared observed cluster frequency to a null distribution, generated by randomly shuffling variants one million times (see Methods), and recounted cluster occurrence in each random set. This resulted in a statistically significant increase in observed frequency (**Fig 1A**; *P* < 10^−6^, permutation test). As an additional comparison, index variants for four genetically uncorrelated traits [14] were obtained from the Open Target Genetics portal (179 for coronary artery disease, 22 lung cancer, 38 Alzheimer’s disease and 94 Parkinson’s disease [15]). These traits showed similar genomic distributions to randomly generated background regions (**Fig 1A**), which provided support that HDC risk regions co-localize in the genome and that these regions likely contain pleiotropic variants and common target genes.

**Fig 1:**
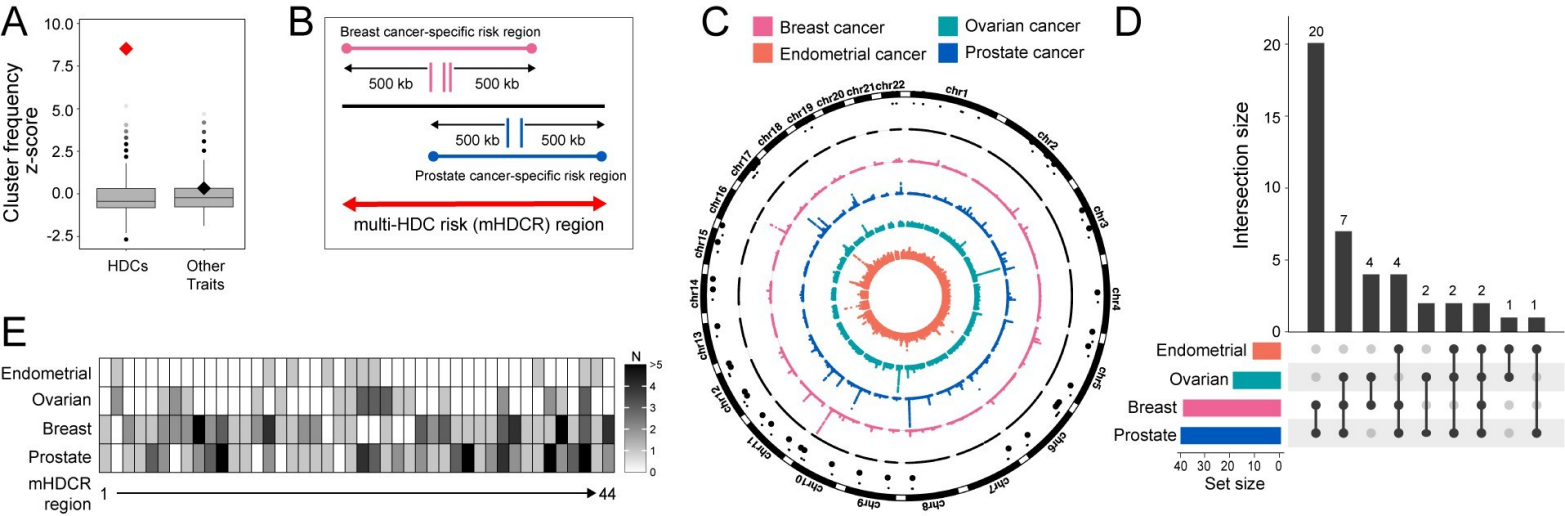
GWAS variants from four HDCs cluster in mHDCR regions. **(A).** Boxplots show the null distribution of z-scores from 10^6^ random permutations of the positions of variants associated with four HDCs (breast, endometrial, ovarian and prostate cancers), and four genetically uncorrelated traits (coronary artery disease, lung cancer, Alzheimer’s disease and Parkinson’s disease). The true cluster count score is indicated with a diamond, boxes represent the median and interquartile range and whiskers represent upper and lower quartiles of the null distribution. **(B).** Schematic of a hypothetical mHDCR region (red arrow) containing variants for breast cancer (pink) and prostate cancer (blue) which were extended to generate the cancer-specific risk regions. **(C).** Circus plot providing an overview of the association results. Dots in the four coloured rings correspond to genome-wide significant (-log_10_ (5 x 10^−8^)) GWAS variants identified for breast, endometrial, ovarian and prostate cancers, ordered by chromosomal position. The black ring denotes chromosomes (chr) 1–22 and the black dots specify the 44 mHDCR regions. **(D).** Upset plot to illustrate the number of mHDCR regions shared between the four HDCs. The vertical barplot represents the total number of mHDCR regions in each HDC combination. Points and lines in the matrix visualize these connections, and the colored horizontal bars are the total number of mHDCRs in each HDC. **(E).** Heatmap showing the number (N) of independent GWAS signals in each mHDCR region per cancer type.

To identify candidate multi-HDC risk (mHDCR) regions, we extended the variants of each HDC by 0.5 Mb on either side, resulting in cancer-specific risk regions. mHDCR regions were defined as areas where the cancer-specific risk regions of at least two HDCs overlapped (**Fig 1B**). We did not consider linkage disequilibrium (LD) between variants of each cancer type, focussing solely on their positional relationships. In total, 44 mHDCR regions were identified across the genome (**Fig 1C** and **S1 Table**). Two mHDCR regions contained risk variants for all four HDCs, 13 mHDCR regions for three HDCs (seven breast-ovarian-prostate, four breast-endometrial-prostate and two endometrial-ovarian-prostate) and 28 mHDCR regions for two cancer types (twenty breast-prostate, four breast-ovarian, two ovarian-prostate, one endometrial-ovarian and one endometrial-prostate) (**Fig 1D**). Compared to ovarian and endometrial cancers, the significantly larger sample sizes [4, 7] resulted in most breast and prostate mHDCR regions containing at least three independent signals per cancer type (**Fig 1E**).

Candidate mHDCR gene(s) within the 44 mHDCR regions were identified using a multistep computational approach (**Fig 2A**). For endometrial, ovarian and prostate cancers, each variant was expanded to include all candidate variants (r^2^ ≥ 0.8; 1000 Genomes phase 3 version 5 reference) (**S2 Table**). For breast cancer, the candidate causal variants from the recent fine-mapping study were used [4]. We first annotated each mHDCR region with protein-coding genes from GENCODE (v37 basic) and intersected all candidate variants with genomic annotations (exons, promoters defined as transcription start site (TSS) ± 2 kb and intronic and intergenic regions; **S1A Fig**). In total, 134 (~6%) of the risk variants mapped to protein-coding gene exons, while 4132 (~94%) were located in noncoding regions. Exonic variants were filtered using Ensembl variant effect predictor (VEP) [16] which identified one frameshift and 33 moderate-impact missense and untranslated region (UTR) variants (**S1B Fig** and **S3 Table**). Seven potential splicing variants were also detected with SpliceAI [17] and MaxEntScan [18]. The noncoding variants were further explored for regulatory functions using RegulomeDB [19] and ChromHMM data from EpiMap [20]. Pre-calculated RegulomeDB scores for dbSNP v153 common SNPs (MAF ≥ 0.01) were downloaded from regulomedb.org. From this dataset, we extracted two key metrics: the RegulomeDB ranking, where a score of 1 indicates stronger supporting evidence for regulatory function and probability scores, where a score of 1 indicates higher likelihood that a variant is regulatory (**S4 Table**). ChromHMM data was available for three breast, five prostate, three ovarian and one endometrial tissue sample or cell line. We annotated the chromatin states of all potential regulatory variants using ChromHMM signatures [20] (**S4 Table**). Previous studies have performed functional assays for some of the noncoding variants in individual HDCs [21–24]. For example, Lawrenson et al used 3D mapping and reporter assays to show that breast and ovarian cancer risk variants at 19p13 influence distal enhancers, which in turn regulate *ABHD8* expression [22]. Furthermore, Stegeman et al used reporter assays to show a prostate cancer risk variant alters microRNA binding to the *MDM4* 3’UTR [23]. These studies provide additional support that the variants can impact target gene expression through various mechanisms.

An initial analysis identified 17 candidate mHDCR genes (across 11 mHDCR regions) that contain exonic, promoter or potential splicing variants associated with two or more HDCs (**Figs 2B and S1C** and **S5 Table**). For those candidate mHDCR genes with promoter variants, all were supported by evidence of cell-type-specific regulatory activity from ChromHMM (**S4 Table**). Additionally, six are cancer genes based on information from the Catalogue of Somatic Mutations in Cancer (COSMIC [25]), while the remaining genes may represent new pleiotropic HDC risk genes. One example is the *PAX9* transcription factor (TF; mHDCR region 18) [26] which has a missense breast cancer risk variant plus promoter and intronic breast and prostate cancer risk variants (**Fig 2C**). Rs2236007 (breast) and rs12882923 (prostate) were the top-ranked variants on RegulomeDB and mapped to transcriptionally active open chromatin (ChromHMM TSS signatures in breast and prostate samples; **S4 Table**). Previous studies in breast cells showed that the rs2236007 risk *g*-allele reduced *PAX9* promoter activity [27], via recruitment of the suppressive TF EGR1 and increased breast cancer cell growth [28]. Furthermore, rs12882923 maps to a POL2RA binding site and the DNA motif of multiple TFs in prostate epithelium (**Fig 2C**), suggesting the variant has functional impact.

**Fig 2:**
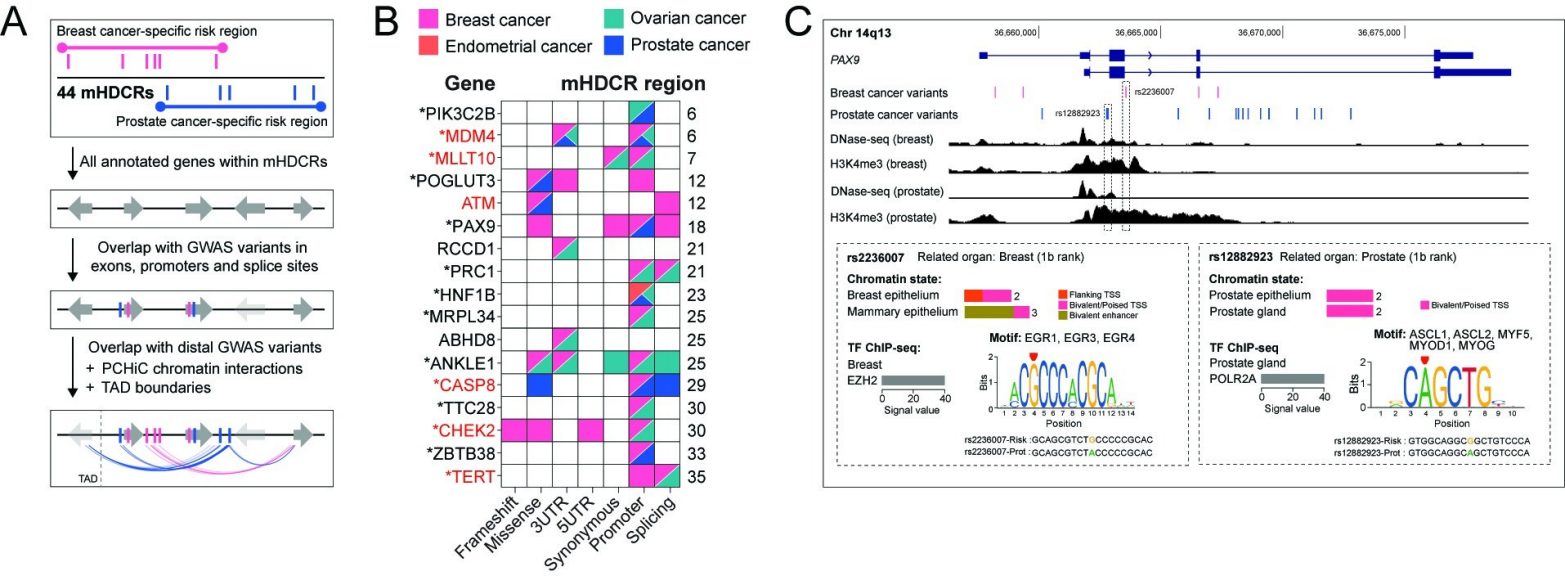
Identification of candidate mHDCR genes. **(A).** Schematic of the stepwise computational pipeline used to identify candidate mHDCR genes. **(B).** Summary of candidate mHDCR genes after overlap with variants in gene exons, promoters and splice sites that are associated with two or more HDCs (pink-breast cancer; orange-endometrial cancer; teal-ovarian cancer; blue-prostate cancer). The left y-axis shows the annotated gene names, the right y-axis denotes the mHDCR region. The asterisk denotes genes with evidence of cell-type-specific regulatory activity from ChromHMM. The red text highlights known cancer genes (from COSMIC) at the mHDCR regions. The x-axis provides the location and/or functional annotation of the HDC risk variants. Frameshift, missense, synonymous-variants located in gene exons; 3’UTR/5’UTR-variants; Promoter-variants located in gene promoters defined as TSS ± 2 kb; Splicing-variants in gene introns that are predicted to alter splicing. **(C).** WashU genome browser (hg38) showing GENCODE annotated genes (blue). The risk variants are shown as pink (breast cancer) and blue (prostate cancer) vertical lines. The DNase-seq and H3K4me3 tracks from breast and prostate cells are shown as black histograms. The dashed gray outlines highlight the functional variants. Insets: RegulomeDB v2.2 analysis for rs2236007 and rs12882923 including heuristic ranking scores, presence in promoters or enhancers (chromatin state) and sequences affecting the binding of TFs (TF ChIP-seq) and DNA motifs.

Most of the identified HDC risk variants are noncoding (**S1A Fig**; ~94%), and a subset of these will map to DNA regulatory elements that modulate gene transcription through long-range chromatin interactions [29]. To compile a comprehensive list of candidate mHDCR genes, we next intersected the intronic and intergenic HDC variants with the 44 mHDCR regions. Promoter capture HiC (PCHiC) was used to assign distal regulatory variants to their target gene promoters (**Fig 3A**). PCHiC probes were designed to 2774 HindIII fragments containing 3096 GENCODE gene promoters that fall within the 44 mHDCR regions (**S6 Table**). 

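The captured promoters crowd into a few risk regions. The region over the major histocompatibility complex on chromosome 6 (27986097–33520918) holds the most, 224 baited fragments, and 282 with 1 Mb added on either side. A region on chromosome 1 (153427424–155716951) follows with 88. *MYC*, which encodes a transcription factor that drives growth, shares its baited fragment with the lncRNA *CASC11*. *TCF7L2*, a transcription factor of the WNT pathway, has 2 baited fragments, with 12 and 3 of its transcription start sites. Of the 2774 baited fragments, 1311 (47.3%) overlap 1 of the 44 regions themselves, 2695 overlap a region with 1 Mb added on either side, and 79 overlap neither. Against GENCODE release 44, 2206 baited fragments contain at least 1 transcription start site. The start sites belong to 3116 genes, of which 1811 are protein-coding. As with *MYC* and *CASC11*, 804 fragments contain start sites of more than 1 gene, and 185 genes have start sites on more than 1 fragment. An interaction is assigned to a fragment, so genes on the same fragment cannot be told apart by it.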

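Promoter capture HiC joins pieces of DNA that lie close together in the nucleus, reads the joined pairs, and enriches those with a promoter at 1 end (the bait). The prostate lines were RWPE1 (normal), LNCAP (androgen-dependent cancer) and PC3 (castration-resistant cancer). The ovarian lines were FT282 (a normal precursor) and the high-grade serous cancer lines OVCAR4 and COV362. The endometrial lines were E6E7hTERT (normal), Ishikawa (estrogen receptor positive cancer) and ARK1 (a type II cancer). The breast lines were B80T5 (normal), MCF7 and MDAMB231 (cancer), and their libraries came from an earlier study and were mapped again by the authors. In all, 24 libraries came from 12 lines, with 2 biological replicates per line and 1 normal and 2 cancer lines per tissue. The authors mapped the reads to hg38 with HiCUP and Bowtie2, removed artefacts and pairs of fragments separated by less than 20 kb, merged the replicates of each line, and scored every bait and other end with CHiCAGO. The deposited values are 1 score per line for 64395 pairs of fragments, each past a score of 5 in at least 1 line. Everything reported from these libraries starts from the scores, with an interaction meaning a score of 5 or more in a line. No read counts or depths come with the scores, so a low score cannot be separated from shallow sequencing, and differences between the replicates of a line cannot be measured. The p-values of tests over lines therefore measure spread between lines. Those of permutations over baits or regions measure spread between baits or regions instead. For every line some baits have the score 0 with every partner. Among the 2329 baits with a pair, this share was 46.6% in B80T5, 39.9% in MCF7 and 47.7% in MDAMB231, against at most 4.25% (OVCAR4) in the other 9 lines. In all 3 breast lines 902 baits are listed at 0 in this way, and in all 9 other lines 1 is. The main comparisons of similarity and of scores between tissues therefore use the 9 endometrial, ovarian and prostate lines, the breast lines are compared with the others separately, and a score listed at 0 in the breast lines is not read as a missing contact.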

PCHiC data was derived from twelve breast, endometrial, ovarian and prostate non-tumorigenic and cancer cell lines, as described previously [30] (**S2A Fig** and **S7 Table**). Using an interaction score threshold (CHiCAGO score ≥ 5) we detected 8–19,000 high-confidence interactions per cell type across the 44 mHDCR regions with strong correlation between replicates (**Figs 3B** and **S2B**). 

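OVCAR4 had the most interactions, 19022, and MDAMB231 the fewest, 8599. The other breast lines had 9223 (B80T5) and 13319 (MCF7), and the median over the 12 lines was 15190.5. The median distance between bait and other end lay between 212 kb (MDAMB231) and 310 kb (OVCAR4), with a median of 254 kb over lines. Most pairs were seen in a single line (35313 of 64395, 54.8%), and 1100 reached the threshold in all 12. Sharing depended on distance: of 51302 pairs within 5 Mb, 43.5% were seen in 1 line only, while of 13093 pairs farther apart or on different chromosomes 99.2% were. The far pairs include 87 at alternate sequences of the reference, of which 62 were seen in at least 2 lines. Far pairs made up 17.8% of interactions in COV362, 14.2% in MCF7, 14.1% in OVCAR4 and 13.8% in PC3, but 0.163% in MDAMB231 and 0.286% in FT282. Over the 4 tissues the cancer lines had a mean of 9.38% and the normal lines 1.37%, a difference of 8.01 points (exact permutation within tissue, two-sided p = 0.0617, 81 assignments). With 1 line left out the difference ran from 5.46 points without FT282 (exact p = 0.259) to 9.76 points without MDAMB231 (exact p = 0.0185). Over the 9 lines of the other 3 tissues it was 9.44 points (exact p = 0.037), and with pairs on different chromosomes only it was 3.50 points (exact p = 0.173). With the ≥10 threshold the difference was 16.6 points (exact p = 0.0494). Interactions of any distance numbered 2350 more in cancer lines (exact p = 0.0741), and those up to 5 Mb 902 more (exact p = 0.284). Outside breast, the lines most alike in their scores were E6E7hTERT and FT282, normal lines of different tissues (Spearman rho 0.754 across pairs of fragments, which are not independent), and Ishikawa was closest to FT282 as well (0.753). FT282 was also the nearest line to RWPE1 (0.742), COV362 (0.581) and OVCAR4 (0.514). The nearest line of ARK1 was Ishikawa (0.719), and that of LNCAP (0.624) and PC3 (0.609) was RWPE1, so 5 of the 9 lines had their nearest line in their own tissue. Within 5 Mb these nearest lines changed. ARK1 and COV362 were then most alike outside breast (0.651). COV362 was nearest to FT282 (0.621), RWPE1 (0.608), PC3 (0.602), LNCAP (0.510) and OVCAR4 (0.501). Ishikawa was nearest to ARK1 (0.636) and E6E7hTERT to FT282 (0.574). Only Ishikawa, FT282 and OVCAR4 then had their nearest line in their own tissue. Over all pairs, the breast lines correlated among themselves at 0.715–0.855 and with the other lines at 0.0946–0.346. Over the 28963 pairs whose baits are above 0 in all 3 breast lines, the median was 0.547 among breast lines, 0.401 between breast and other lines and 0.541 among the others. Over the 9 other lines, the mean correlation was 0.581 within tissues and 0.570 between them. The difference of 0.0112 passed an exact permutation test (two-sided p = 0.0393, 280 groupings) but lost the call with the Jaccard index (exact p = 0.257), with pairs within 5 Mb (exact p = 0.0679) and without any line but FT282 (0.0540). It turned to −0.00625 without E6E7hTERT, −0.0203 without ARK1 and −0.0129 without Ishikawa. Average, complete and Ward clustering all separated the breast lines first, then OVCAR4, then COV362.

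**Figure D1:**
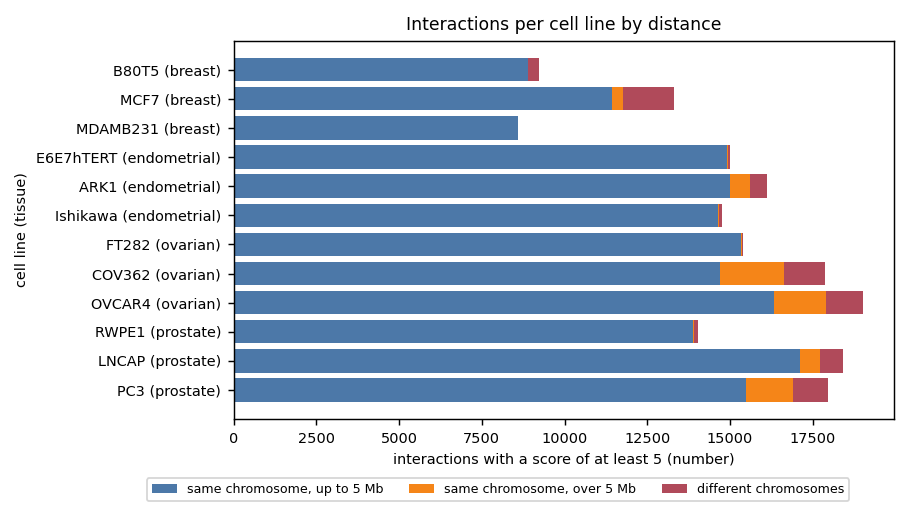
Interactions (CHiCAGO score of at least 5) in each of the 12 cell lines, split by whether the ends lie up to 5 Mb apart, over 5 Mb apart or on different chromosomes. Each bar is 1 line, with both replicates merged by the authors, so no error bar can be drawn.

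**Figure D2:**
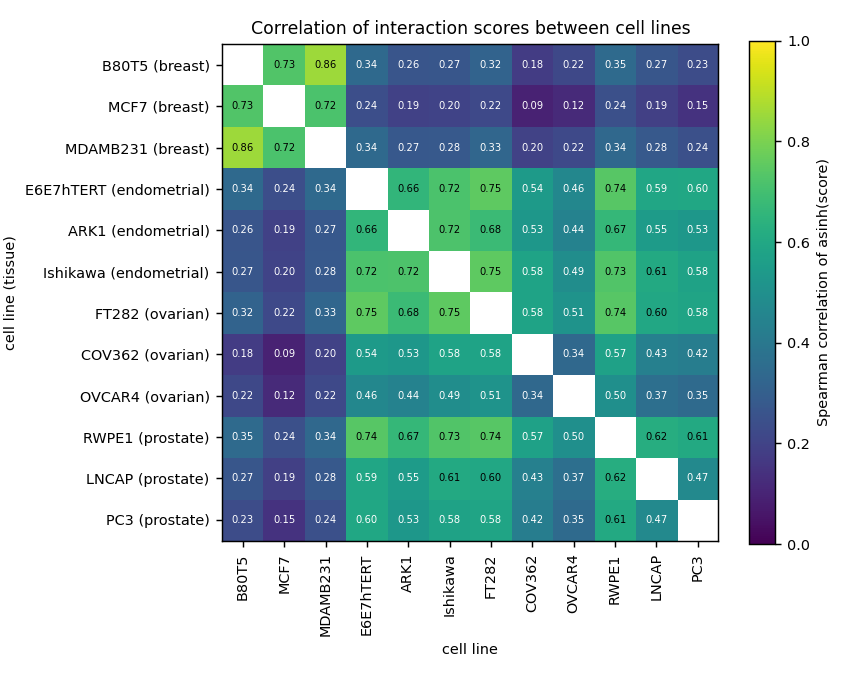
Spearman correlation of the scores (asinh scale) between cell lines, across all 64395 pairs of fragments, which are not independent.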

We prioritised the PCHiC interactions based on topologically associating domain (TAD) boundaries [31]. To show that a published set of TAD annotations marked regions of increased regulatory activity, we examined the relationship between our PCHiC interactions and TAD boundaries. We observed a significant enrichment of PCHiC interactions within TAD boundaries, compared to randomly placed TAD boundaries (*P* = 0.0297, permutation test), suggesting that the published TAD boundaries mark the limits of most PCHiC interactions in our HDC cell lines (**Fig 3C**).

**Fig 3:**
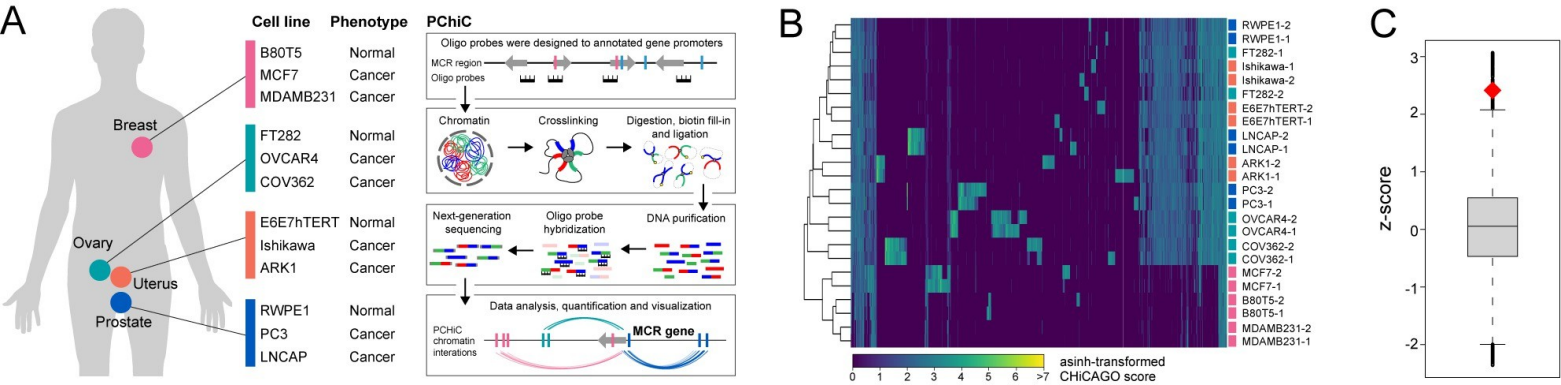
PCHiC in HDC cell lines. **(A).** Schematic of PCHiC experimental approach. **(B).** Agglomerative hierarchical clustering for the PCHiC in the twelve cell lines. **(C).** Enrichment of PCHiC interactions within TADs. The boxplot shows the null distribution z-scores generated from randomly permuting the TAD boundary positions within mHDCR regions (n = 10^5^) and counting the number of interactions which fall within randomized TAD boundaries. The diamond indicates the z-score of the count of interactions which fall within observed TAD boundaries. The box represents the median and interquartile range, whiskers represent upper and lower quartiles of the null distribution.

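*TCF7L2* and *HOXB3*, a homeobox factor, have the most interactions among the candidate genes when counts are summed over the baited fragments of a gene. *HOXB3* has 3 such fragments, *TCF7L2*, *ETNK2*, *PAX9* and *PLA2G1B* have 2 and *REN* has 1. More fragments can raise the sum, and *HOXB5* had a mean of 46.8 over 12 lines on its 1 fragment. *TCF7L2* leads by the mean over 12 lines (73.4 against 64.7) and *HOXB3* by the median (75 against 68), with its promoter listed at 0 in the breast lines. Within 5 Mb the mean of *TCF7L2* is 58.8, since OVCAR4 has 201 interactions of which 25 lie within that distance. With a score of at least 10 its mean is 20.2, and that of *PAX9* (below) 12.3. *ETNK2*, which encodes an ethanolamine kinase of phospholipid synthesis, had 46.6 (33–65 in the single lines). *PAX9*, a transcription factor of tooth and pharyngeal development, had 38.3 with a wide spread, from 3 in MDAMB231 to 84 in LNCAP. *PLA2G1B* (a secreted phospholipase) had 31.1 and *REN* (renin) had 26.6. At the low end *ABHD8* had 0.583 and *ANKLE1* 0.167, and *HNF1B* and *TTC28* had no pair of fragments at all, although both promoters were baited. All 52 genes that S5 Table lists with at least 2 cancers have a baited promoter, and 15 had an interaction in every line. Across the 61 baited fragments of the candidate genes, the mean was 12.8 interactions per line, against 5.44 over 1250 other baited promoters in the same regions (difference 7.37, two-sided permutation p = 1e-05, the smallest the permutations can give). S5 Table gives a distal regulatory variant for 60 combinations of gene and cancer (32 genes). In all 60 the promoter had an interaction in at least 1 of the 3 lines of the matching tissue, and in 53 it did in all 3 lines. Among 892 baited protein-coding genes, 50.9% (breast) to 68.9% (endometrial) had an interaction in at least 1 line of a tissue. The genes were chosen partly on these interactions, so neither comparison is independent evidence. The 9 genes of the cluster *HOXB1* to *HOXB9* are listed at 0 in all 3 breast lines, and 39 of the 52 are above 0 in all 12 lines.

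**Figure D3:**
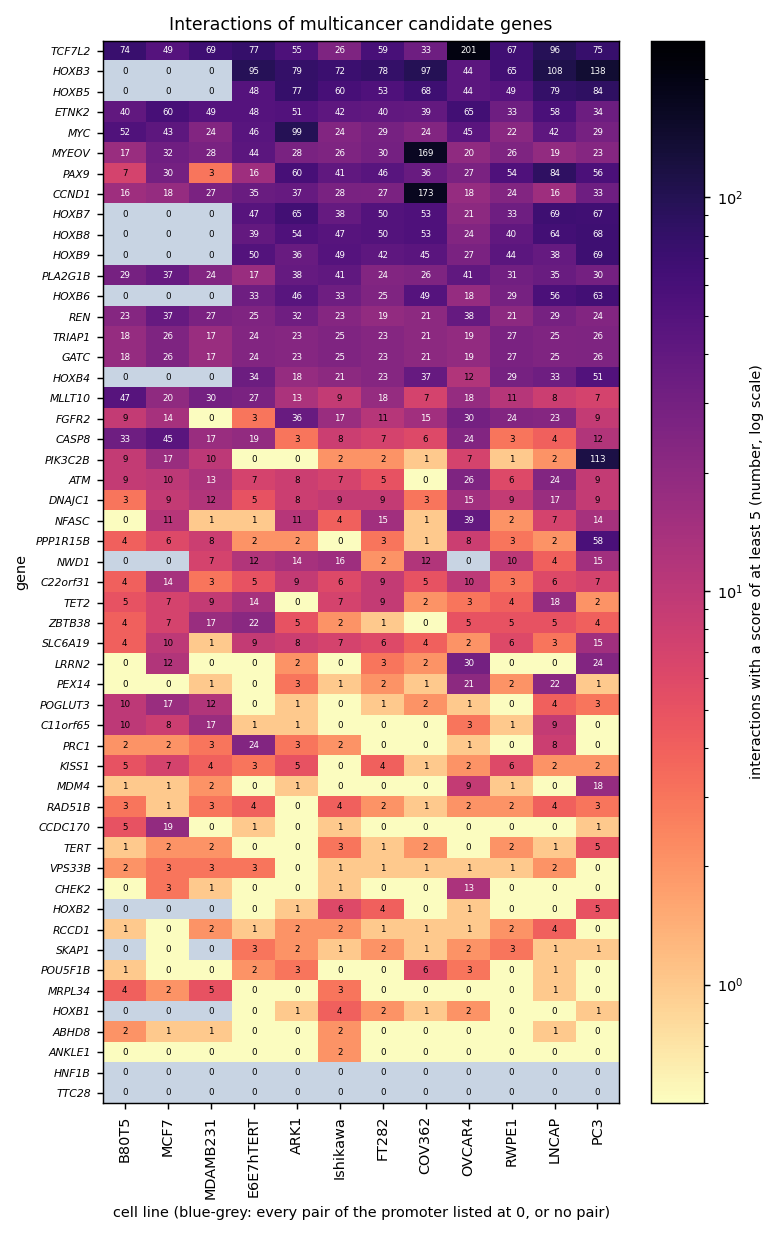
Interactions (score of at least 5) of the baited fragments of candidate genes in each cell line, for genes listed with at least 2 cancers, sorted by the mean over lines. Blue-grey cells mark promoters listed at 0 with every partner, or without a pair.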

The combination of variant intersection, PCHiC and TAD boundaries identified 53 candidate mHDCR genes (at 22 mHDCR regions) associated with two or more HDCs (**Fig 4A** and **S5 Table**). The majority of candidate mHDCR genes (45/53) were associated with breast and/or prostate cancers, which is likely attributable to the larger GWAS sample sizes for these cancers. Ten candidate mHDCR genes were associated with three cancer types (seven breast-ovarian-prostate and three endometrial-ovarian-prostate) and 43 candidate mHDCR genes with two cancer types (seventeen breast-ovarian, fifteen breast-prostate, eight endometrial-prostate and three ovarian-prostate) (**Fig 4B**). The expression of all candidate mHDCR genes in the relevant tissue or cancer type was assessed using GTEx and TCGA RNA-seq data (**S3 Fig**). Twenty-five genes had evidence of cell-type-specific regulatory activity based on ChromHMM data from the corresponding cell types (**Fig 4A** and **S5 Table**), and 19 were supported by evidence from a single cancer type (**S5 Table**). The remaining genes were retained as mHDCR candidates, as their regulatory activity may be context-dependent or associated with specific cell or cancer subtypes. 

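Among the cancer genes on the candidate list, the number of promoter interactions, summed over the baited fragments of a gene, differs widely. *MLLT10*, a fusion partner in leukaemia, had a mean of 17.9 interactions per line over 2 baited fragments (7 in COV362 and PC3, 47 in B80T5). In B80T5, 91 far pairs join the stretch that holds *MLLT10* and other genes to chromosome 18, so part of the 47 may be far contacts. *FGFR2*, a receptor for fibroblast growth factors, had 15.9, from 0 in MDAMB231 to 36 in ARK1. *CASP8*, a caspase that starts apoptosis, had 15.1 over 3 baited fragments, led by the breast lines MCF7 (45) and B80T5 (33). *ATM*, the kinase that signals DNA breaks, had 10.3, and *TET2*, which oxidises methylated cytosine, had 6.67. The promoters of *RAD51B* (2.42), a recombination factor, and *TERT* (1.58), the catalytic part of telomerase, had few. *MDM4*, a regulator of p53, had 2.75, of which 57.6% joined fragments over 5 Mb away or on another chromosome: PC3 had 18 interactions, 2 of them within 5 Mb. The mean of *MDM4* was 0.333 with a score of at least 10 and 1.17 with partners within 1 Mb. For *CHEK2*, a checkpoint kinase, the far share was 72.2%, and OVCAR4 had the most interactions (13). Baited promoters of genes of DNA damage and the cell cycle had a mean of 11.0 interactions per line against 5.40 over all baits (permutation test over baits, adjusted p = 0.0464 over 11 gene lists, two-sided). The medians were 5.08 and 2.33. *MYC*, a member of this list with a mean of 39.9, became a candidate through distal variants only, and so through these same interactions. In the same permutation test the call ends over the 9 lines without breast (adjusted p = 0.0958), with a score of at least 10 (0.0799), with partners within 1 Mb (0.17) and over baits that have a pair (0.157). The 11 lists include MHC class I, MHC class II and olfactory receptor genes, whose baits have no pair. The outcome for these lists was fixed, and counting them lowers the adjusted p of the DNA damage list. Its p before adjustment (same permutation test) was 0.0253, and adjusted over the lists with pairs alone it would not pass 0.05. The call over all baits therefore rests on lists with a fixed outcome. Neighbouring baits share partners, so the p-values of this test are approximate.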

Twelve are cancer genes from COSMIC, doubling the number of candidate HDC cancer genes when regulatory variants are taken into account (**Fig 4A**). Of these, nine are supported by cell-type-specific regulatory activity based on ChromHMM. As one example, *TCF7L2* (transcription factor 7 like 2) has 5’UTR, promoter and intronic prostate cancer variants that are associated with the risk of developing aggressive prostate cancer [32] (**Fig 4C**). However, our combined analysis showed that *TCF7L2* also has intronic breast and ovarian cancer risk variants plus distal breast cancer risk variants which loop to and may regulate an alternate *TCF7L2* isoform (**Fig 4C**).

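The 2 baited fragments of *TCF7L2* lie on either side of most of the gene. The first (chromosome 10, 112946272–112954458) covers the start of 12 transcripts and the second (113124798–113127538), inside the gene, covers the start of 3 shorter ones. The second fragment had more interactions in every line, from 21 in COV362 to 121 in OVCAR4, with 34 in MCF7, 50 in MDAMB231 and 63 in B80T5. The first fragment had 15, 19 and 11 in the same breast lines, and 0 in Ishikawa. Within 1 Mb the fragments have 169 pairs with a score of 5 or more in at least 1 line. Of these, 140 reach left (to lower coordinates) towards *VTI1A*, which encodes a SNARE protein of vesicle transport, and 29 reach right. In all 4 tissues 47 of the pairs were seen, and 54 were seen in at least 6 lines. One fragment within *VTI1A* (112573943–112577380) was contacted in all 12 lines, with a median score of 9.19 (5.92 in OVCAR4, 19.7 in LNCAP). The second baited fragment also contacts the fragment beside the first (starting at 112954459) in 10 lines, with a median score of 6.64. In the breast lines 111 of the pairs were seen. To the right, an intergenic fragment (113370182–113376239) reached the threshold with the second bait in B80T5, E6E7hTERT, Ishikawa, OVCAR4 and LNCAP (highest score 8.46, LNCAP), and a farther one (113392207–113394216) in B80T5 alone (6.36). In OVCAR4 only 18 of the 121 interactions of the second fragment, and 7 of the 80 of the first, lie within 5 Mb.

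**Figure D4:**
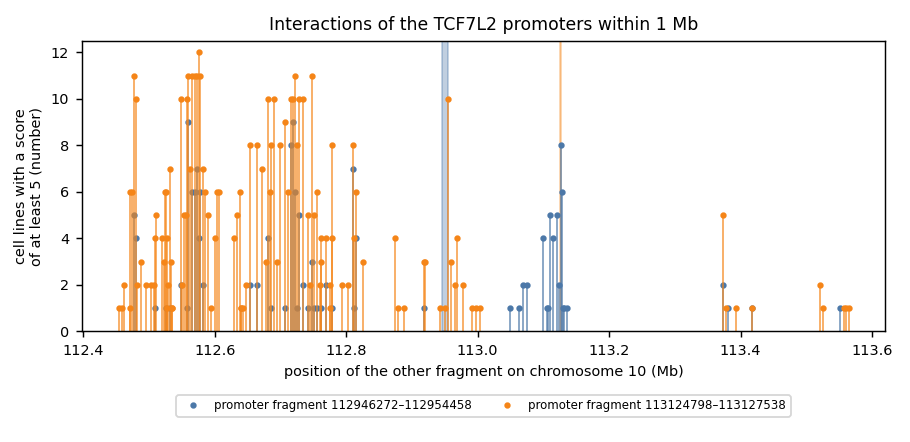
Interactions of the baited fragments of *TCF7L2* within 1 Mb. Each point is a contacted fragment, and its height is the number of the 12 lines with a score of at least 5. Shaded bands mark the baited promoter.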

**Fig 4:**
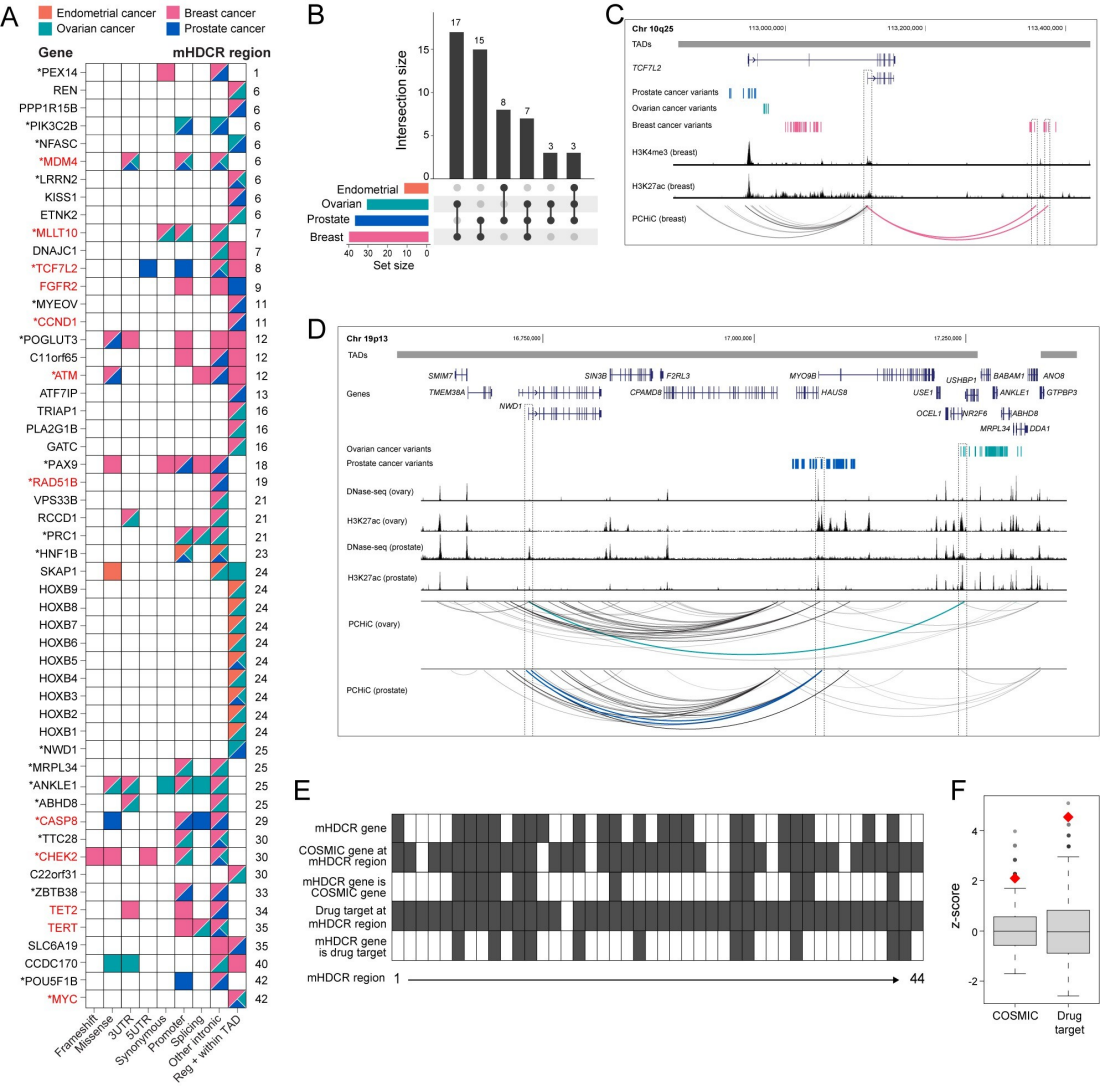
Annotation of candidate mHDCR genes. **(A).** Summary of all candidate mHDCR genes that are associated with two or more HDCs (pink-breast cancer; orange-endometrial cancer; teal-ovarian cancer; blue-prostate cancer). The left y-axis shows the annotated gene names, the right y-axis denotes the mHDCR region. The asterisk denotes genes with evidence of cell-type-specific regulatory activity from ChromHMM. The red text highlights known cancer genes (from COSMIC) at the mHDCR regions. The x-axis provides the location and/or functional annotation of the HDC risk variants. Frameshift, missense, synonymous-variants located in gene exons; 3’UTR/5’UTR-variants; Promoter-variants located in gene promoters defined as TSS ± 2 kb; Splicing-variants in gene introns that are predicted to alter splicing; Other intronic-variants located in gene introns and RegulomeDB scores indicate the variants are regulatory; Reg + within TAD-variants located outside any genes, RegulomeDB scores indicate the variants are regulatory, our PCHiC data show chromatin interactions between the variant and gene promoters and the interactions are within defined TAD boundaries. **(B).** Upset plot to illustrate the number of candidate mHDCR genes shared between the four HDCs. The vertical barplot represents the total number of candidate mHDCR genes in each HDC combination. Points and lines in the matrix visualize these connections, and the colored horizontal bars are the total number of candidate mHDCR genes in each HDC. **(C).** WashU genome browser (hg38) showing TADs as horizontal gray bars above GENCODE genes (blue). The risk variants are shown as blue (prostate cancer), teal (ovarian cancer) and pink (breast cancer) vertical lines. The H3K4me3 and H3K27ac tracks from breast cells are shown as black histograms. CHiCAGO-scored interactions are shown as colored arcs. The dashed gray outlines highlight distal breast cancer variants and the target gene (*TCF7L2*). **(D).** WashU genome browser (hg38) showing TADs as horizontal gray bars above GENCODE genes (blue). The risk variants are shown as teal (ovarian cancer) and blue (prostate cancer) vertical lines. The DNase-seq and H3K27ac tracks from ovary and prostate cells are shown as black histograms. CHiCAGO-scored interactions are shown as colored arcs. The dashed gray outlines highlight the likely functional variants and the target gene (*NWD1*). **(E).** Summary of identified candidate mHDCR genes at the 44 mHDCR regions for HDCs. Filled boxes represent presence of the feature according to the row title. **(F).** Enrichment of COSMIC genes and genes which encode known drug targets in candidate mHDCR genes. The boxplots represent the null distribution z-scores following 10^5^ random permutations of category labels (COSMIC or drug target) of genes at mHDCR regions, then recounting the number of predicted mHDCR genes belonging to the category. The z-scores for the true observed counts are shown as red diamonds. Boxes represent the median and interquartile range and whiskers represent upper and lower quartiles of the null distribution.

Of note, two-thirds of the genes in the final list were identified as candidate mHDCR genes only after incorporating distal variants and PCHiC data. 

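The *HOXB* genes, transcription factors that pattern the body axis, have some of the most connected promoters of the list. Over the 9 endometrial, ovarian and prostate lines, *HOXB3* had a mean of 86.2 interactions per line, summed over 3 baited fragments. *HOXB5* had 62.4 and *HOXB9* 44.4, on 1 fragment each. The baits of the *HOXB* cluster had a mean of 31.1 over these lines, and 23.3 over all 12 lines (permutation over baits, adjusted p = 5.5e-05 over 11 gene lists, two-sided). All 9 genes entered the candidate list through distal variants only, and so through these same interactions, which makes the test no independent evidence of high contact. By contrast *HOXB1* (0.917 over 12 lines) and *HOXB2* (1.42), at 1 end of the cluster, had few. In S5 Table 35 of 52 genes (67.3%) reach at least 2 cancers only when distal or other intronic variants are counted, and 17 do without them. No exon, promoter or splicing variant of any of the cancers is listed for 27. The genes that need them had a median of 9 interactions per line and the others 2.75. This difference was not tested, and it is partly built in, since distal variants were assigned to genes through such interactions. Variants were not tested here, only the promoter contacts. The paper reasons from such contacts as follows. A risk variant outside any gene that RegulomeDB marks as regulatory, and that lies in a fragment contacting a promoter within the same TAD, is assigned to that gene. A gene reached by variants of more than 1 cancer is then a candidate shared gene, and the paper states that most of its list depends on this step.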

Some are known pleiotropic cancer genes (e.g *MYC*, *CCND1;* **S4 Fig**) supporting the validity of our approach, but many have only been statistically and/or functionally associated with individual HDCs and may represent new mHDCR genes. 

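The *MYC* promoter on chromosome 8 contacts mainly 1 side in prostate lines and mainly the other in endometrial and ovarian lines. Within 5 Mb the prostate lines reached mainly left (to lower coordinates), with 42 interactions to the left and 0 to the right in LNCAP, 21 and 1 in RWPE1, and 22 and 5 in PC3. The endometrial lines reached right, with 2 to the left and 42 to the right in E6E7hTERT, 1 and 14 in ARK1, and 0 and 24 in Ishikawa. The ovarian lines also leaned right (FT282 7 and 22, COV362 5 and 19, OVCAR4 6 and 38). The breast lines had more to the right as well, by little in B80T5 (6 and 7), more in MDAMB231 (8 and 15) and most in MCF7 (1 and 40). Over 56 pairs to the left and 96 to the right, the mean score to the left minus that to the right was higher in prostate lines than in the endometrial and ovarian lines by 2.33 on the asinh scale (exact permutation over lines, two-sided p = 0.0119, the smallest the 84 groupings can give). The sides were compared only after the values were seen. With limma over the 3 tissues no pair of *MYC* passed the threshold over all pairs tested, but 22 did when adjusted over the list alone (genes of DNA damage and the cell cycle). The 13 on the left (126877209–127515640) were all highest in the prostate lines, and the 9 on the right (128497102–129676362) were highest in ovarian (6) or endometrial lines (3). A fragment at 127213861–127214609, for example, had a mean score of 11.5 ± 1.08 in the prostate, 2.65 ± 0.992 in the ovarian and 0.647 ± 0.532 in the endometrial lines (mean ± SD of 3 lines). Within 1 Mb, the most widely shared contacts, in 9 lines each, are an exon of the lncRNA *PCAT1* (126874515–126877208, median score 9.70) and a fragment at 126823165–126829432 (6.40). In all, the bait had 22 (RWPE1) to 99 (ARK1) interactions, of which only 15 lie within 5 Mb in ARK1. Its mean of 39.9 was 16.3 with a score of at least 10 and 16.9 with partners within 1 Mb. By contrast *CCND1*, which encodes cyclin D1, contacts 1 side within 1 Mb in every line. The *CCND1* bait on chromosome 11 had a mean of 37.7 interactions, from 16 in B80T5 and LNCAP to 37 in ARK1 in all lines but COV362, which had 173, only 37 of them within 5 Mb. With a score of at least 10 the mean was 15.2, and with partners within 1 Mb 24.8. All 57 of its pairs within 1 Mb lie to the left (69052226–69521731), and 4 were past the threshold in all 12 lines. These reach *TPCN2*, a calcium channel of lysosomes, and its surroundings, with median scores of 20.6 (69105964–69114976), 18.1 (69119475–69124194), 14.0 and 11.8. A fragment at *MYEOV* (69292684–69297725), a gene next to *CCND1* that is often amplified with it, was contacted in 10 lines. The *MYEOV* bait had a mean of 38.5 interactions, with 169 in COV362 and at most 32 in any other cancer line.

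**Figure D5:**
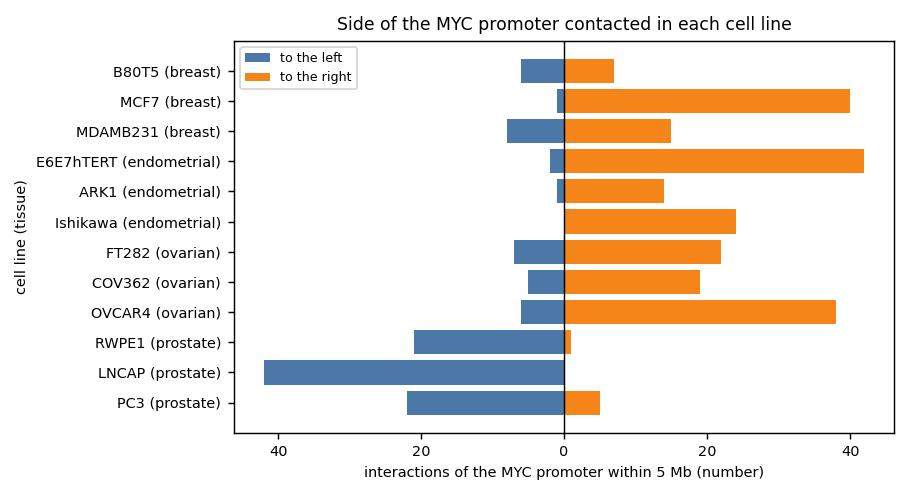
Interactions (score of at least 5) of the *MYC* promoter within 5 Mb in each cell line, to the left and to the right of the promoter. Each bar is 1 line, with both replicates merged.

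**Figure D6:**
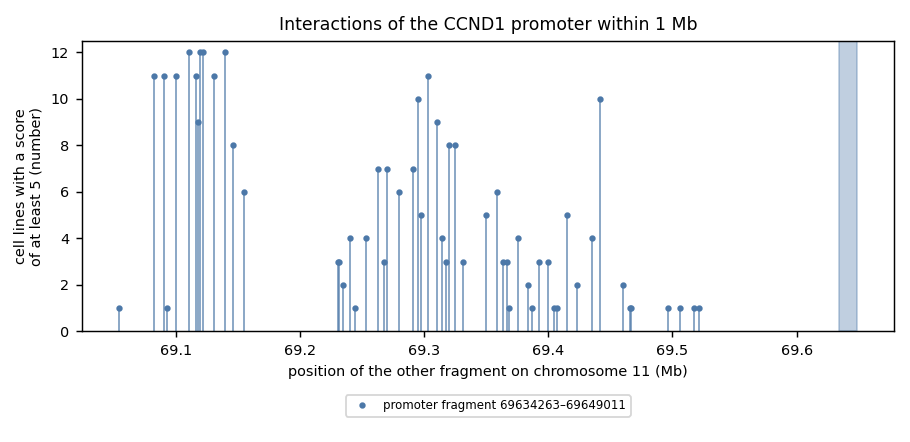
Interactions of the baited fragment of *CCND1* within 1 Mb. Each point is a contacted fragment, and its height is the number of the 12 lines with a score of at least 5. Shaded bands mark the baited promoter.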

One example is *NWD1* (NACHT and WD repeat domain containing 1) at 19p13 (**Fig 4D**). Previous studies have detected variants at this region associated with breast and ovarian cancer risk and identified *ABHD8* and *ANKLE* as the likely target genes [22]. 

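The promoter of *NWD1* contacts fragments far to its right, mainly at *CPAMD8*, *HAUS8* and *MYO9B*. Its baited fragment (chromosome 19, 16711902–16733723) had 16 interactions in Ishikawa, 15 in PC3, 14 in ARK1, 12 in E6E7hTERT and COV362, 10 in RWPE1, 7 in MDAMB231, 4 in LNCAP and 2 in FT282. It is listed at 0 with every partner in B80T5, MCF7 and OVCAR4. The mean of 7.67 over the 12 lines was 3 with a score of at least 10. Of 23 pairs within 1 Mb, 17 lie to the right and 6 to the left. The strongest joins an exon of *CPAMD8* (17021363–17028214) in all 9 lines where the bait is above 0, with scores from 26.3 in LNCAP to 75.3 in E6E7hTERT. The fragment of *HAUS8*, a subunit of the augmin complex of the spindle, and *MYO9B*, an unconventional myosin (17056064–17077913), was also contacted in 9 lines (6.17–29.2). A fragment at *NR2F6* (17242883–17248682), an orphan nuclear receptor, passed the threshold in 6 lines, among them the ovarian line COV362 (8.45) and the prostate lines RWPE1 (6.98) and PC3 (11.6). The baited fragment of *ABHD8*, shared with *MRPL34* (17289608–17304107), was contacted by *NWD1* in ARK1 (5.87) and COV362 (5.28). The starts of *NWD1* and *ABHD8* lie 590 kb apart, with this *ABHD8* start in another fragment (17306765–17310573). *NWD1* contacted that fragment in COV362 (7.14) and in the prostate lines RWPE1 (7.41) and PC3 (5.21). The fragment next to it, within *ABHD8* (17305324–17306764), was contacted in ARK1 and PC3. As baits, the promoters of the neighbours had few contacts: from its own bait *ABHD8* had 2 interactions in B80T5 and Ishikawa, 1 in MCF7, MDAMB231 and LNCAP and 0 in the other lines, and *ANKLE1* had 2, in Ishikawa only. None of these had a score of 10 or more.

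**Figure D7:**
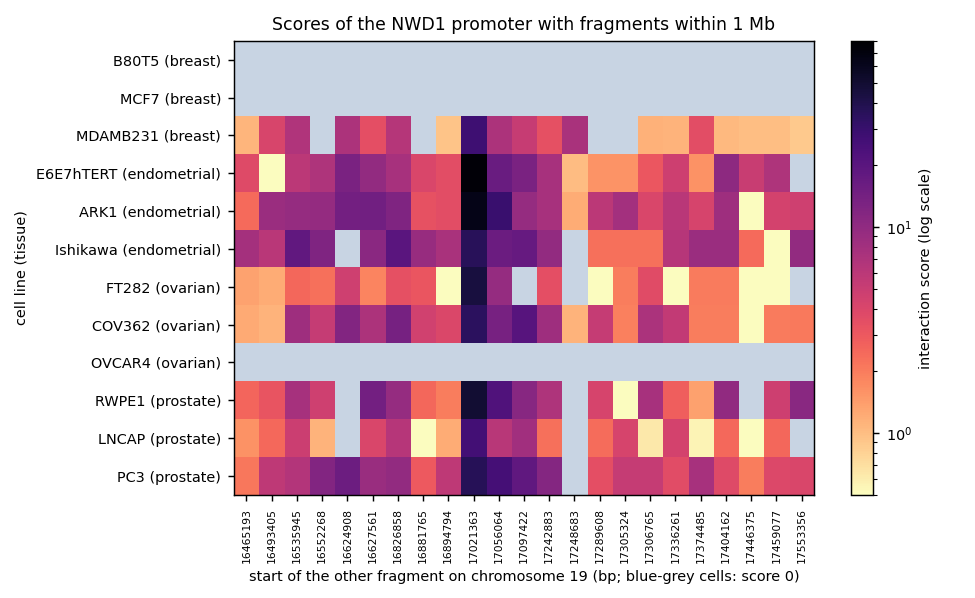
Scores of the *NWD1* promoter with each fragment within 1 Mb in the 12 cell lines, on a log scale. Blue-grey cells are scores of 0.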

Here we show that *NWD1*, located ~580 kb from *ABHD8*, has distal ovarian and prostate cancer variants, some of which fall in regulatory elements that loop to and may regulate the *NWD1* promoter (**Fig 4D**). Overexpression of NWD1 is reported to promote prostate tumor progression by modulation of androgen receptor (AR) signaling [33]. There is limited information about NWD1 function in ovarian cancer, but evidence suggests AR signaling also contributes to initiation and progression of this disease [34], providing a potential mechanism.

It is established that drug targets with genetic support (such as well-powered GWAS) are twice as likely to lead to approved drugs than those without such evidence [35]. To determine whether the candidate mHDCR genes were enriched for known drug targets, we mined the Citeline Pharmaprojects database. Pharmacological target data were sourced from a recent study [36]. To evaluate the significance of overlaps between known drug targets and candidate mHDCR genes, we applied Fisher’s exact test, using a background set consisting of all candidate genes across all mHDCRs. For visualization of the enrichment, we compared the number of known drug targets to randomly sampled gene sets, matched to the number of genes per mHDCR region, performing 10,000 iterations and z-scaling the background distribution. A similar approach was used to assess the overlap between mHDCR genes and genes from the COSMIC. We found twelve candidate mHDCR genes that encode known preclinical, clinical phase and approved drug targets for various diseases (**Fig 4E** and **S8 Table**). The overlap between known drug targets and the candidate mHDCR genes was statistically significant (**Fig 4F**; OR = 2.2, *P* = 0.028), indicating the value of using our pipeline to identify candidates for drug repositioning.

Our approach was unable to identify candidate mHDCR genes at 22 regions. One possible explanation is that individual HDCs are driven by distinct genes. In fact, we identified over 300 genes associated with individual HDCs across 37 regions (**S9 Table**). However, it is important to note that this list is not exhaustive due to the limitations of our targeted approach. Furthermore, we focused on identifying protein-coding genes, but studies by ourselves (and others) show that long noncoding RNAs (lncRNAs) are also transcribed from cancer risk regions and can have important roles in tumorigenesis [37–41]. Indeed, when we intersected the HDC risk variants with annotated lncRNAs at the 44 mHDCR regions, we identified 21 lncRNAs associated with two or more HDCs, including two cancer-related lncRNAs that were the only mHDCR targets identified at regions 27 and 32 (**S5 Fig**) [42, 43]. 

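Promoters of the genes listed for individual cancers also have contacts in lines of the matching tissue. S9 Table lists 277 protein-coding genes in 37 regions among 423 genes, and gives a distal variant for 175 of the protein-coding ones, some of them for more than 1 cancer. For breast cancer 85 of 86 such genes had an interaction in at least 1 of the 3 breast lines, and 68 in all 3. For endometrial cancer it was 11 of 11, all of them in every line. For ovarian cancer it was 29 of 29, of which 18 in all 3 lines, and for prostate cancer 64 of 65, of which 58 in all 3. The breast and the prostate gene without one have no baited promoter. Among lncRNAs with a distal variant, 22 of 28 (breast), 10 of 10 (endometrial), 19 of 20 (ovarian) and 33 of 34 (prostate) had an interaction. Those without one (6 breast, 1 ovarian and 1 prostate) have no baited promoter, so every baited one had an interaction, in all 3 lines for 20 (breast), 8 (endometrial), 17 (ovarian) and 32 (prostate). These genes were chosen partly on the same libraries, so the counts describe the list and are not independent evidence.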

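*LINC00506* on chromosome 3 contacts a cluster of intergenic fragments near *VGLL3*, a cofactor of TEAD transcription factors. Its baited fragment (87078078–87091227) had an interaction in every line, 17 in E6E7hTERT, 12 in FT282, 8 in PC3 and 1 in RWPE1 among them. The mean of 6.42 was 0.833 with a score of at least 10. Of 24 pairs within 1 Mb, 22 lie to the left. The cluster spans 86745305–86816111, and its most shared fragments (86775324–86777804 and 86767885–86768936) were contacted in 9 lines each, the first with a median score of 9.79 and 21.0 in E6E7hTERT. The fragment at *VGLL3* itself (86987050–86995262) was contacted in 5 lines, with all 3 breast lines among them. *MIR4435-2HG* on chromosome 2 was baited (111494174–111504629) but has no pair past the threshold in any line, so the scores hold nothing on its contacts. Of the 21 lncRNAs listed with at least 2 cancers, 18 have a baited fragment and 17 had an interaction in at least 1 line, 5 of them in all 12. Distal or other intronic variants are needed for 16. *HOXB-AS3*, on the *HOXB* cluster, had the most, with a mean of 91.9 interactions per line summed over 3 baited fragments. *PCAT1* had 30.7 over 2 baited fragments, but 334 in OVCAR4 alone, and 86.7% of its interactions were over 5 Mb or between chromosomes.

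**Figure D8:**
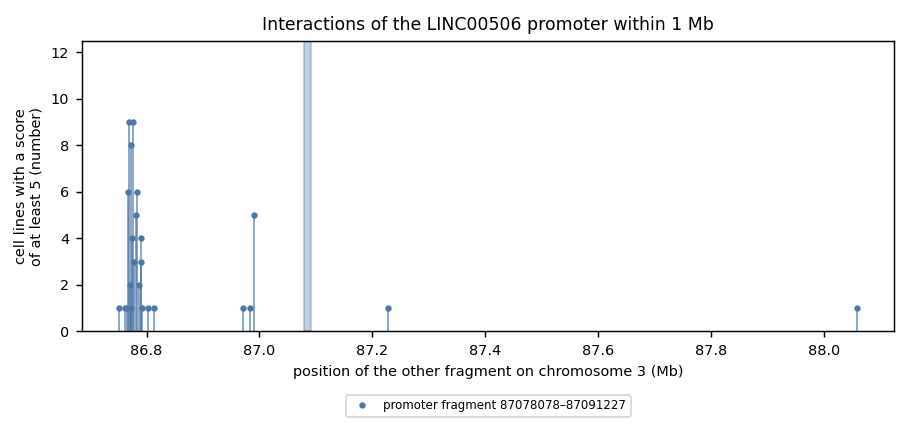
Interactions of the baited fragment of *LINC00506* within 1 Mb. Each point is a contacted fragment, and its height is the number of the 12 lines with a score of at least 5. Shaded bands mark the baited promoter.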

Given most cell-type specific lncRNAs are not annotated in current databases, we expect that additional novel lncRNAs will contribute to risk at other mHDCR regions. 

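The size of the fragments sets what each contact can resolve. The 2774 baited fragments have a median length of 6430 bp (7–76456 bp), with a total of 22.8 Mb. The 20276 other ends have a median of 2892 bp, and 90% of them lie between 425 and 12505.5 bp. *GATC*, which encodes a subunit of a mitochondrial amidotransferase, and *TRIAP1*, a regulator of mitochondrial lipid transfer, have the same counts in every line (mean 22.8) because neighbouring start sites put them on the same bait. The bait of *ANKLE1* (17256159–17289607) ends at the base before that of *ABHD8* begins. Both ends of a pair were baited in 10322 pairs (16.0%), so these contacts can be seen from either side. Every baited fragment has a HindIII site at both ends in hg38.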

We also acknowledge that using a 6-base pair (bp) cutter in PCHiC reduces resolution and introduces specific biases compared to more recent methods employing 4-bp cutters. Additionally, the lack of suitable baits for selected promoters, the lower resolution for short-range interactions, and the transient, cell type-specific nature of chromatin interactions may contribute to false negatives. It is also important to note that interactions between risk variants and gene promoters do not infer causality and that follow-up studies are required to interpret GWAS results.

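Promoters without any pair are grouped along the genome. *HNF1B*, a transcription factor of kidney and pancreas, lies in a region on chromosome 17 where 42 of 53 baits (79.2%) have none. In the region of the major histocompatibility complex it was 201 of 282 (71.3%), and in the chromosome 2 region of *MIR4435-2HG* 20 of 37 (54.1%). *H19* and *CDKN1C*, imprinted genes of chromosome 11, also have no pair. Over all regions, 445 of the 2774 baits (16.0%) have no pair in any line, and 11 runs of 5 or more neighbouring baits hold 329 (73.9%) of them. The longest run is 160 baits long (chromosome 6, 28523468–32661093), followed by 42 on chromosome 17 (36485024–38841750). Whether such baits failed in capture, in mapping or in a filter cannot be read from the scores. At short range 1490 pairs lie under 20 kb between midpoints, and no pair joins adjacent fragments. Few contacts were seen in every line of a tissue: of the pairs within 5 Mb seen in at least 1 line, 3274 of 18270 were in all 3 breast lines, 5910 of 26354 in all 3 endometrial, 6303 of 27453 in all 3 ovarian and 6165 of 27659 in all 3 prostate lines. All 9 endometrial, ovarian and prostate lines shared 2915.

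**Figure D9:**
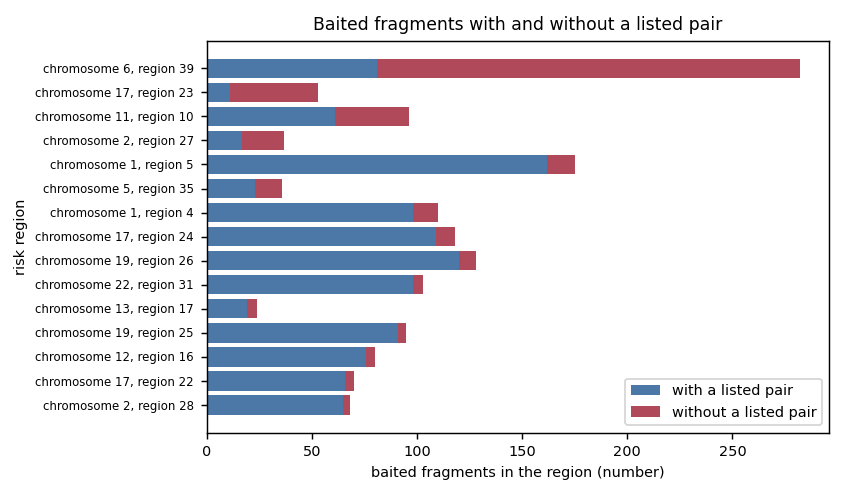
Number of baited fragments with and without a pair past the threshold in any line, for the regions with the most baits without a pair.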

In summary, our study expands the repertoire of risk regions and candidate risk genes for HDCs, providing further insights into the complex genetic architecture and biology underpinning HDC susceptibility. The candidate mHDCR gene list was enriched for known cancer genes and drug targets, which provides support that other, less-well-characterized genes at mHDCR regions may play important roles in HDC development. Our approach highlights the value of performing integrative analyses of genetics and functional genomics to enhance pleiotropic cancer gene identification. Combined with future research that investigates functional mechanisms, our results may serve to redirect efforts to more promising targets for new drugs or allow drug repurposing for HDC treatment.

## Materials and methods

### Genomic interval operations

Genomic interval analyses were performed with BEDTools version 2.29.0 [44]. To assess the genomic distribution of genetic signals, the *cluster* sub-command was used to assign IDs to GWAS variants overlapping 100 kb windows. Co-located variants for two or more traits were designated as clusters. For comparison, positions of the mHDCR variants were shuffled while maintaining chromosomal distribution using BEDTools *shuffle* sub-command, and clusters counted for each permutation. To explore the relationship between PCHiC loops and TADs, boundary positions within multi-cancer regions were overlapped with loops using the BEDTools *intersect* sub-command. For comparison, we generated null distributions by shuffling TAD boundary positions within mHDCRs and repeating 10,000 times. TAD size was maintained by circularising the mHDCR, such that if a TAD boundary was randomly placed beyond the mHDCR limits, it was moved to the start of the mHDCR. The background count was performed by intersecting loops with each iteration of randomly permuted boundary sets. The significance of these tests were defined by the number of times the count from random permutations was greater or equal to the observed overlap, divided by total number of permutations. For presentation, the null distribution was standardised to produce z-scores and shown as box plots.

### Variant annotation

Candidate causal variant rsIDs were submitted to the Variant Effect Predictor (VEP) web interface. Coding variants annotated as frameshift, missense, 3’UTR, 5’UTR or synonymous were prioritized as potentially functional with an impact on the associated transcript. Intronic variants with the potential to alter splicing were identified using 1) SpliceAI Delta scores ≥ 0.2, where delta can be interpreted as the probability that the variant is splice altering; or 2) absolute MaxEntScan maximum entropy scores > 0. The regulatory effects of all variants were assessed using RegulomeDB. Variants with a probability score greater than the median (0.55) were considered as potential functional. Chromatin HMM data were downloaded from the EpiMap Repository (https://compbio.mit.edu/epimap/). Genomic coordinates for topologically associating domains (TADs) were obtained from a recent publication [45]. Annotation of variants with respect to genomic intervals (exons, introns, TADs, and promoters) and to link with candidate distal target genes were performed with the GenomicRanges and GenomicInteractions BioConductor packages. Genes with known roles in cancer were obtained from the COSMIC Cancer Gene Census, version 99 [25]. Information about drug targets and indications was obtained from [36].

### Cell lines and culture conditions

MCF7, MDAMB231, FT282, RWPE1, LNCAP and PC3 cells were purchased from ATCC. OVCAR4 and COV362 were purchased from Sigma-Aldrich. B80T5 cells were a gift from Prof R Reddel (CMRI, Australia). Ishikawa and E6E7hTERT cells were a gift from Prof PM Pollock (QUT, Australia). ARK1 cells were provided by Prof AD Santin (UAMS, USA). MCF7 cells were cultured in RPMI medium with 10% (vol/vol) fetal bovine serum (FBS, Gibco), 1% (vol/vol) antibiotic/antimycotic (a/a, Gibco), 1mM sodium pyruvate (Gibco), 0.02M Hepes (pH 7.0–7.4) and 10 μg/mL human recombinant insulin (Gibco). MDA-MB-231 cells were grown in RPMI medium with 10% (vol/vol) FBS, 1% (vol/vol) a/a, 1 mM sodium pyruvate, 0.02M Hepes (pH 7.0–7.4). B80T5, ARK1, LNCAP and OVCAR4 cells were grown in RPMI medium with 10% (vol/vol) FBS and 1% (vol/vol) a/a. E6E7hTERT, Ishikawa and COV362 cells were grown in DMEM medium with 10% (vol/vol) FBS and 1% (vol/vol) a/a. PC3 and FT282 cells were grown in DMEM:F12 medium with 10% (vol/vol) FBS and 1% (vol/vol) a/a. RWPE1 cells were grown in Gibco Keratinocyte-SFM Combo (Cat# 17005042) with 1% (vol/vol) a/a. Cell lines were maintained at 37°C and 5% CO_2_, routinely tested for *Mycoplasma* and authenticated using short tandem repeats (STR) profiling.

### Biotinylated RNA bait library design and HiC libraries capture

To generate target regions for PCHiC, mHDCR regions were extended by 1Mb on either side, so that all possible promoter-enhancer interactions involving regions containing HDC risk variants were captured. All HindIII fragments containing annotated promoters within each extended region were identified. HindIII fragments previously captured by Javierre *et al* [46] were labelled ‘group1’ and those not captured but overlapping Ensembl annotated promoters [47] were labelled ‘group2’. Capture probes were designed to both ends of group1 and group2 HindIII fragments (2783 fragments and 4023 probes, respectively).

### Promoter capture HiC (PCHiC) library preparation and sequencing

PCHiC was performed on nine immortalized HDC cell lines. For prostate: one normal cell line (RWPE1), one androgen-dependent (LNCAP) and one castration-resistant (PC3) cell line. For ovarian: one normal ovarian cancer precursor cell line (FT282) and two high-grade serous ovarian cancer cell lines (OVCAR4 and COV362). For endometrial: one normal endometrial cell line (E6E7hTERT), one ER+ (Ishikawa) and one type II EC line (ARK1). For breast: we remapped our published PCHiC data to mHDCR regions [29]. PCHiC libraries were prepared from 4–5 x 10^7^ cells per library (two biological replicates per cell line using in-nucleus ligation [48]). The HiC libraries were amplified using the SureSelectXT ILM Indexing pre-capture primers (Agilent Technologies) with 8 PCR amplification cycles. Each HiC library (750 ng) was hybridized and captured individually using the SureSelectXT Target Enrichment System reagents and protocol (Agilent Technologies). After library enrichment, a post-capture PCR amplification step was carried out using SureSelectXT ILM Indexing post-capture primers (Agilent Technologies) with 14–16 PCR amplification cycles. PCHiC libraries were multiplexed and sequenced on NovoSeq 6000 S4 (Novogene, Singapore).

### PCHiC analysis

PCHiC reads were analysed with *HiCUP* (version 0.5.9). Raw sequencing reads were aligned to the hg38 human reference genome with *Bowtie2* version 2.2.9 and filtered to remove experimental artefacts (e.g. re-ligated, circularized, unligated fragments or fragments separated by less than 20 kb). Chromatin interactions were identified using CHiCAGO following generation of genome indices, HindIII restriction fragment digest files, and the bait map. The CHiCAGO pipeline was run independently for each library for quality control, followed by merging of replicates for subsequent analyses. Interactions with CHiCAGO score ≥ 5 were treated as high confidence for target gene analysis and visualisation.

## Supporting information

S1 Fig Annotation of GWAS variants and target genes at mHDCR regions. **(A).** The numbers and percentage of risk variants located in exons, promoters (TSS ± 2 kb), introns and intergenic regions. **(B).** The percentage of exonic risk variants in different functional categories. **(C).** Schematic representation of the 17 candidate mHDCR genes that contain exonic, promoter or potential splicing variants associated with two or more HDCs. WashU genome browser (hg38) showing GENCODE annotated genes (blue) and risk variants as coloured vertical lines (pink-breast cancer; orange-endometrial cancer; teal-ovarian cancer; blue-prostate cancer).
(TIF)

S2 Fig PCHiC CHiCAGO-identified interaction characteristics. **(A).** Scatter plots showing the correlation between duplicate PCHiC libraries based on the number of raw di-tags mapping to interaction fragment pairs. ρ is Spearman’s correlation. **(B).** Principal component analysis (PCA) of CHiCAGO-scored interactions in PCHiC biological replicates for breast cells lines (top panel) or prostate, ovarian and endometrial cell lines (bottom panel).
(TIF)

S3 Fig Candidate mHDCR gene expression. Heatmap showing candidate mHDCR gene expression from normal tissue samples in GTEx and tumor samples in TCGA.
(TIF)

S4 Fig Candidate mHDCR genes. **(A).** WashU genome browser (hg38) showing TADs as horizontal gray bars above GENCODE genes (blue). The risk variants are shown as pink (breast cancer), teal (ovarian cancer) and blue (prostate cancer) vertical lines. The H3K27ac tracks from breast, ovary and prostate cells are shown as black histograms. CHiCAGO-scored interactions are shown as colored arcs. The dashed gray outline highlights the target gene (*MYC*). **(B).** WashU genome browser (hg38) showing TADs as horizontal gray bars above GENCODE genes (blue). The risk variants are shown as pink (breast cancer) and blue (prostate cancer) vertical lines. The H3K27ac tracks from breast and prostate cells are shown as black histograms. CHiCAGO-scored interactions are shown as colored arcs. The dashed gray outline highlights the target gene (*CCND1*).
(TIF)

S5 Fig Identification of candidate mHDCR long noncoding RNAs (lncRNAs). Summary of candidate mHDCR lncRNAs that are associated with two or more HDCs (pink-breast cancer; orange-endometrial cancer; teal-ovarian cancer; blue-prostate cancer). The left y-axis shows the lncRNA names, the right y-axis denotes the mHDCR region. The asterisk denotes genes with evidence of cell-type-specific regulatory activity from ChromHMM. The red text highlights lncRNAs that are the only identified target at the mHDCR region. The x-axis provides the location and/or functional annotation of the HDC risk variants. Exon-variants located in lncRNA exons; Promoter-variants located in lncRNA promoters defined as TSS ± 2 kb; Other intronic-variants located in lncRNA introns and RegulomeDB scores indicate the variants are regulatory; Reg + within TAD-variants located outside any lncRNA transcripts, RegulomeDB scores indicate the variants are regulatory, the PCHiC data show chromatin interactions between the variant and lncRNA promoters and the interactions are within defined topologically associated domain (TAD) boundaries.
(TIF)

S1 Table Identified mHDCR regions for breast, endometrial, ovarian and prostate cancers.

S2 Table GWAS variants (r2 ≥ 0.8; 1000G Phase3 v5 Reference) at the mHDCR regions.

S3 Table Variants predicted to be functional by VEP.

S4 Table Variants predicted to be regulatory by RegulomeDB.

S5 Table Candidate mHDCR genes.

S6 Table PCHiC baited HindIII fragments within mHDCR regions.

S7 Table Summary of the PCHiC CHiCAGO-scored interactions.

S8 Table Summary of genes at mHDCR regions annotated for mHDCR gene, COSMIC and drug targets.

S9 Table Genes associated with individual HDCs.

## References

[1] SiegelRL, MillerKD, FuchsHE, JemalA. Cancer statistics, 2022. CA Cancer J Clin. 2022;72(1):7–33. doi: 10.3322/caac.21708 35020204

[2] CramerDW. The epidemiology of endometrial and ovarian cancer. Hematol Oncol Clin North Am. 2012;26(1):1–12. doi: 10.1016/j.hoc.2011.10.009 22244658 PMC3259524

[3] HendersonBE, FeigelsonHS. Hormonal carcinogenesis. Carcinogenesis. 2000;21(3):427–33. doi: 10.1093/carcin/21.3.427 10688862

[4] FachalL, AschardH, BeesleyJ, BarnesDR, AllenJ, KarS, et al. Fine-mapping of 150 breast cancer risk regions identifies 191 likely target genes. Nat Genet. 2020;52(1):56–73. doi: 10.1038/s41588-019-0537-1 31911677 PMC6974400

[5] O’MaraTA, GlubbDM, AmantF, AnnibaliD, AshtonK, AttiaJ, et al. Identification of nine new susceptibility loci for endometrial cancer. Nat Commun. 2018;9(1):3166. doi: 10.1038/s41467-018-05427-7 30093612 PMC6085317

[6] PhelanCM, KuchenbaeckerKB, TyrerJP, KarSP, LawrensonK, WinhamSJ, et al. Identification of 12 new susceptibility loci for different histotypes of epithelial ovarian cancer. Nat Genet. 2017;49(5):680–91. doi: 10.1038/ng.3826 28346442 PMC5612337

[7] SchumacherFR, Al OlamaAA, BerndtSI, BenllochS, AhmedM, SaundersEJ, et al. Association analyses of more than 140,000 men identify 63 new prostate cancer susceptibility loci. Nat Genet. 2018;50(7):928–36. doi: 10.1038/s41588-018-0142-8 29892016 PMC6568012

[8] AmosCI, DennisJ, WangZ, ByunJ, SchumacherFR, GaytherSA, et al. The OncoArray Consortium: A Network for Understanding the Genetic Architecture of Common Cancers. Cancer Epidemiol Biomarkers Prev. 2017;26(1):126–35. doi: 10.1158/1055-9965.EPI-16-0106 27697780 PMC5224974

[9] LindstromS, WangL, FengH, MajumdarA, HuoS, MacdonaldJ, et al. Genome-wide analyses characterize shared heritability among cancers and identify novel cancer susceptibility regions. J Natl Cancer Inst. 2023;115(6):712–32. doi: 10.1093/jnci/djad043 36929942 PMC10248849

[10] KarSP, ConsidineDPC, TyrerJP, PlummerJT, ChenS, DezemFS, et al. Pleiotropy-guided transcriptome imputation from normal and tumor tissues identifies candidate susceptibility genes for breast and ovarian cancer. HGG Adv. 2021;2(3). doi: 10.1016/j.xhgg.2021.100042 34317694 PMC8312632

[11] GlubbDM, ThompsonDJ, AbenKKH, AlsulimaniA, AmantF, AnnibaliD, et al. Cross-Cancer Genome-Wide Association Study of Endometrial Cancer and Epithelial Ovarian Cancer Identifies Genetic Risk Regions Associated with Risk of Both Cancers. Cancer Epidemiol Biomarkers Prev. 2021;30(1):217–28. doi: 10.1158/1055-9965.EPI-20-0739 33144283

[12] MauranoMT, HumbertR, RynesE, ThurmanRE, HaugenE, WangH, et al. Systematic localization of common disease-associated variation in regulatory DNA. Science. 2012;337(6099):1190–5. doi: 10.1126/science.1222794 22955828 PMC3771521

[13] KarSP, BeesleyJ, Amin Al OlamaA, MichailidouK, TyrerJ, Kote-JaraiZ, et al. Genome-Wide Meta-Analyses of Breast, Ovarian, and Prostate Cancer Association Studies Identify Multiple New Susceptibility Loci Shared by at Least Two Cancer Types. Cancer Discov. 2016;6(9):1052–67. doi: 10.1158/2159-8290.CD-15-1227 27432226 PMC5010513

[14] ZhangY, LuQ, YeY, HuangK, LiuW, WuY, et al. SUPERGNOVA: local genetic correlation analysis reveals heterogeneous etiologic sharing of complex traits. Genome Biol. 2021;22(1):262. doi: 10.1186/s13059-021-02478-w 34493297 PMC8422619

[15] OchoaD, HerculesA, CarmonaM, SuvegesD, BakerJ, MalangoneC, et al. The next-generation Open Targets Platform: reimagined, redesigned, rebuilt. Nucleic Acids Res. 2023;51(D1):D1353–D9. doi: 10.1093/nar/gkac1046 36399499 PMC9825572

[16] McLarenW, GilL, HuntSE, RiatHS, RitchieGR, ThormannA, et al. The Ensembl Variant Effect Predictor. Genome Biol. 2016;17(1):122. doi: 10.1186/s13059-016-0974-4 27268795 PMC4893825

[17] de Sainte AgatheJM, FilserM, IsidorB, BesnardT, GueguenP, PerrinA, et al. SpliceAI-visual: a free online tool to improve SpliceAI splicing variant interpretation. Hum Genomics. 2023;17(1):7. doi: 10.1186/s40246-023-00451-1 36765386 PMC9912651

[18] ShamsaniJ, KazakoffSH, ArmeanIM, McLarenW, ParsonsMT, ThompsonBA, et al. A plugin for the Ensembl Variant Effect Predictor that uses MaxEntScan to predict variant spliceogenicity. Bioinformatics. 2019;35(13):2315–7. doi: 10.1093/bioinformatics/bty960 30475984 PMC6596880

[19] DongS, ZhaoN, SpraginsE, KagdaMS, LiM, AssisP, et al. Annotating and prioritizing human non-coding variants with RegulomeDB v.2. Nat Genet. 2023;55(5):724–6. doi: 10.1038/s41588-023-01365-3 37173523 PMC10989417

[20] BoixCA, JamesBT, ParkYP, MeulemanW, KellisM. Regulatory genomic circuitry of human disease loci by integrative epigenomics. Nature. 2021;590(7845):300–7. doi: 10.1038/s41586-020-03145-z 33536621 PMC7875769

[21] BojesenSE, PooleyKA, JohnattySE, BeesleyJ, MichailidouK, TyrerJP, et al. Multiple independent variants at the TERT locus are associated with telomere length and risks of breast and ovarian cancer. Nat Genet. 2013;45(4):371–84, 84e1-2. doi: 10.1038/ng.2566 23535731 PMC3670748

[22] LawrensonK, KarS, McCueK, KuchenbaekerK, MichailidouK, TyrerJ, et al. Functional mechanisms underlying pleiotropic risk alleles at the 19p13.1 breast-ovarian cancer susceptibility locus. Nat Commun. 2016;7:12675. doi: 10.1038/ncomms12675 27601076 PMC5023955

[23] StegemanS, MoyaL, SelthLA, SpurdleAB, ClementsJA, BatraJ. A genetic variant of MDM4 influences regulation by multiple microRNAs in prostate cancer. Endocr Relat Cancer. 2015;22(2):265–76. doi: 10.1530/ERC-15-0013 25670033

[24] PainterJN, O’MaraTA, BatraJ, ChengT, LoseFA, DennisJ, et al. Fine-mapping of the HNF1B multicancer locus identifies candidate variants that mediate endometrial cancer risk. Hum Mol Genet. 2015;24(5):1478–92. doi: 10.1093/hmg/ddu552 25378557 PMC4321445

[25] SondkaZ, BamfordS, ColeCG, WardSA, DunhamI, ForbesSA. The COSMIC Cancer Gene Census: describing genetic dysfunction across all human cancers. Nat Rev Cancer. 2018;18(11):696–705. doi: 10.1038/s41568-018-0060-1 30293088 PMC6450507

[26] ChenX, LiY, PaiboonrungruangC, LiY, PetersH, KistR, et al. PAX9 in Cancer Development. Int J Mol Sci. 2022;23(10). doi: 10.3390/ijms23105589 35628401 PMC9147292

[27] GuoX, LinW, BaoJ, CaiQ, PanX, BaiM, et al. A Comprehensive cis-eQTL Analysis Revealed Target Genes in Breast Cancer Susceptibility Loci Identified in Genome-wide Association Studies. Am J Hum Genet. 2018;102(5):890–903. doi: 10.1016/j.ajhg.2018.03.016 29727689 PMC5986971

[28] RenN, LiY, XiongY, LiP, RenY, HuangQ. Functional Screenings Identify Regulatory Variants Associated with Breast Cancer Susceptibility. Curr Issues Mol Biol. 2021;43(3):1756–77. doi: 10.3390/cimb43030124 34889888 PMC8928974

[29] CavalliG, MisteliT. Functional implications of genome topology. Nat Struct Mol Biol. 2013;20(3):290–9. doi: 10.1038/nsmb.2474 23463314 PMC6320674

[30] BeesleyJ, SivakumaranH, Moradi MarjanehM, LimaLG, HillmanKM, KaufmannS, et al. Chromatin interactome mapping at 139 independent breast cancer risk signals. Genome Biol. 2020;21(1):8. doi: 10.1186/s13059-019-1877-y 31910858 PMC6947858

[31] CairnsJ, Freire-PritchettP, WingettSW, VarnaiC, DimondA, PlagnolV, et al. CHiCAGO: robust detection of DNA looping interactions in Capture Hi-C data. Genome Biol. 2016;17(1):127. doi: 10.1186/s13059-016-0992-2 27306882 PMC4908757

[32] AgalliuI, SuuriniemiM, Prokunina-OlssonL, JohannesonB, CollinsFS, StanfordJL, et al. Evaluation of a variant in the transcription factor 7-like 2 (TCF7L2) gene and prostate cancer risk in a population-based study. Prostate. 2008;68(7):740–7. doi: 10.1002/pros.20732 18302196 PMC2765224

[33] CorreaRG, KrajewskaM, WareCF, GerlicM, ReedJC. The NLR-related protein NWD1 is associated with prostate cancer and modulates androgen receptor signaling. Oncotarget. 2014;5(6):1666–82. doi: 10.18632/oncotarget.1850 24681825 PMC4039239

[34] MizushimaT, MiyamotoH. The Role of Androgen Receptor Signaling in Ovarian Cancer. Cells. 2019;8(2). doi: 10.3390/cells8020176 30791431 PMC6406955

[35] NelsonMR, TipneyH, PainterJL, ShenJ, NicolettiP, ShenY, et al. The support of human genetic evidence for approved drug indications. Nat Genet. 2015;47(8):856–60. doi: 10.1038/ng.3314 26121088

[36] MinikelEV, PainterJL, DongCC, NelsonMR. Refining the impact of genetic evidence on clinical success. Nature. 2024;629(8012):624–9. doi: 10.1038/s41586-024-07316-0 38632401 PMC11096124

[37] Moradi MarjanehM, BeesleyJ, O’MaraTA, MukhopadhyayP, KoufariotisLT, KazakoffS, et al. Non-coding RNAs underlie genetic predisposition to breast cancer. Genome Biol. 2020;21(1):7. doi: 10.1186/s13059-019-1876-z 31910864 PMC6947989

[38] GuoH, AhmedM, ZhangF, YaoCQ, LiS, LiangY, et al. Modulation of long noncoding RNAs by risk SNPs underlying genetic predispositions to prostate cancer. Nat Genet. 2016;48(10):1142–50. doi: 10.1038/ng.3637 27526323

[39] BettsJA, Moradi MarjanehM, Al-EjehF, LimYC, ShiW, SivakumaranH, et al. Long Noncoding RNAs CUPID1 and CUPID2 Mediate Breast Cancer Risk at 11q13 by Modulating the Response to DNA Damage. Am J Hum Genet. 2017;101(2):255–66. doi: 10.1016/j.ajhg.2017.07.007 28777932 PMC5544418

[40] BitarM, RiveraIS, AlmeidaI, ShiW, FergusonK, BeesleyJ, et al. Redefining normal breast cell populations using long noncoding RNAs. Nucleic Acids Res. 2023;51(12):6389–410. doi: 10.1093/nar/gkad339 37144467 PMC10325898

[41] WangL, BitarM, LuX, JacquelinS, NairS, SivakumaranH, et al. CRISPR-Cas13d screens identify KILR, a breast cancer risk-associated lncRNA that regulates DNA replication and repair. Mol Cancer. 2024;23(1):101. doi: 10.1186/s12943-024-02021-y 38745269 PMC11094906

[42] ZhongC, XieZ, ZengLH, YuanC, DuanS. MIR4435-2HG Is a Potential Pan-Cancer Biomarker for Diagnosis and Prognosis. Front Immunol. 2022;13:855078. doi: 10.3389/fimmu.2022.855078 35784328 PMC9240468

[43] ZhangQ, ShenJ, WuY, RuanW, ZhuF, DuanS. LINC00520: A Potential Diagnostic and Prognostic Biomarker in Cancer. Front Immunol. 2022;13:845418. doi: 10.3389/fimmu.2022.845418 35309319 PMC8924041

[44] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26(6):841–2. doi: 10.1093/bioinformatics/btq033 20110278 PMC2832824

[45] AkdemirKC, LeVT, ChandranS, LiY, VerhaakRG, BeroukhimR, et al. Disruption of chromatin folding domains by somatic genomic rearrangements in human cancer. Nat Genet. 2020;52(3):294–305. doi: 10.1038/s41588-019-0564-y 32024999 PMC7058537

[46] JavierreBM, BurrenOS, WilderSP, KreuzhuberR, HillSM, SewitzS, et al. Lineage-Specific Genome Architecture Links Enhancers and Non-coding Disease Variants to Target Gene Promoters. Cell. 2016;167(5):1369–84 e19. doi: 10.1016/j.cell.2016.09.037 27863249 PMC5123897

[47] MartinFJ, AmodeMR, AnejaA, Austine-OrimoloyeO, AzovAG, BarnesI, et al. Ensembl 2023. Nucleic Acids Res. 2023;51(D1):D933–D41. doi: 10.1093/nar/gkac958 36318249 PMC9825606

[48] NaganoT, VarnaiC, SchoenfelderS, JavierreBM, WingettSW, FraserP. Comparison of Hi-C results using in-solution versus in-nucleus ligation. Genome Biol. 2015;16:175. doi: 10.1186/s13059-015-0753-7 26306623 PMC4580221

How the deposited data were processed for this re-analysis (not part of the article)

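Promoter capture HiC was measured in 12 human cell lines of breast (B80T5, MCF7, MDAMB231), endometrial (E6E7hTERT, ARK1, Ishikawa), ovarian (FT282, COV362, OVCAR4) and prostate (RWPE1, LNCAP, PC3) origin, with 1 normal and 2 cancer lines in each tissue and 2 libraries per line, 24 in all. The breast libraries come from an earlier study and were mapped again by the authors. The libraries of the other 9 lines were amplified with 8 cycles of PCR before capture and 14 to 16 after it. The authors mapped the reads to hg38 with HiCUP 0.5.9 and Bowtie2 2.2.9, removed artefacts and fragments separated by less than 20 kb, merged the replicates of each line and computed the CHiCAGO score of each pair of a baited fragment and another fragment (the CHiCAGO version is not given in the sources used here). The deposited values are this score, per line, for 64395 pairs, and the coordinates of 2774 baited HindIII fragments. A pair is included when its score is at least 5 in at least 1 line. The score weighs read counts against the counts expected at that distance and is not a count. No read counts come with it, so the depth of each library is unknown and no precision can be derived from it. The 2 libraries of a line are merged, so the spread within a line cannot be computed. The p-values of tests over lines measure spread between lines, and those of permutations over baits or regions measure spread between baits or regions.

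Coordinates were checked against the HindIII sites of hg38, and baits were joined to genes by GENCODE release 44 start sites within the fragment. An interaction is a pair with a score of at least 5 in a line, and those of a gene are counted from its own baits. Far means over 5 Mb apart or on different chromosomes, where an alternate sequence of the reference counts as a different chromosome (87 pairs). A bait is listed at 0 in a line when its score there is 0 with every partner. Tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Models were fitted in R 4.3.3 with limma 3.58.1.

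Scores were compared per pair with limma on asinh(score), with a Benjamini-Hochberg adjusted p under 0.05 as the threshold, between the endometrial, ovarian and prostate tissues (9 lines), breast against the other lines, and cancer against normal lines with tissue as a term. The fits were tested on simulated data: of 200 pairs shifted by 2 on the asinh scale, 24.5% were recovered in the tissue comparison, 51.5% in the breast comparison and 50.5% in the cancer comparison, and of pairs shifted by 4, 74.0%, 94.0% and 92.5%. Shifts of 1 were not recovered. Other splits of the lines were counted, 100 drawn at most. Similarity of lines, far shares and numbers of interactions were compared with exact permutation tests over lines, and candidate promoters, gene lists and regions with permutation tests of 100000 resamples. All tests were two-sided. Correlations between lines are across pairs of fragments, which are not independent.

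The comparisons, thresholds, most alternatives and 11 gene lists were set before the data were examined. The lists are the HOXB cluster, other developmental transcription factors, steroid hormone signalling, DNA damage and cell cycle, imprinted genes of 11p15, interferon genes of 9p21, MHC class I, MHC class II, olfactory receptors near the MHC, S100 genes, and 8q24 lncRNAs with POU5F1B. A further list of COSMIC cancer genes was left out of the tests, because part of it had been read from a picture. Named genes follow a rule: genes the paper names in its text on promoter capture HiC, the 10 candidate genes with the most interactions and each with none, the genes of the 10 smallest adjusted p in each limma comparison, and at most 4 members of each list. The candidate genes and their variant classes were taken from the paper's tables, which had been seen before. Cancer genes of the candidate list and the genes at far blocks were named after their values were seen, as were the sides of the MYC promoter and the comparisons restricted to baits above 0 in every line.

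Alternatives were score thresholds of 7 and 10, pairs within 1 Mb, 5 Mb or on the same chromosome, a far distance of 2 Mb, baits within the 44 regions without the 1 Mb extension, pairs of baits counted once, Pearson correlation and the Jaccard index, quantile-normalized asinh and log2(score + 1), no tissue term, start sites within 2 kb of a bait, the 9 lines without breast, baits with a pair, baits above 0 in every line compared, pairs at assembled chromosomes only, and each line left out in turn. Not analysed for lack of data were genome-wide association results, TAD boundaries, regulatory annotation of variants, expression and drug targets.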

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

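Among the tests in this part, those of noise, of repeated or misplaced sequence, of blocks contacted from several regions, of breast origin and of baits above 0 in every line were chosen after the results were seen. The genes named at far contacts were also chosen then.

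Single lines stood far from the others of their phenotype in 8 values, where 40 groups were tested and chance flags about 1 in 20 for values without ties. They are the *TCF7L2* interactions of OVCAR4 (201, next cancer line 96), the *MYC* interactions of ARK1 (99, next 45), the *CCND1* (173, next 37) and *MYEOV* interactions of COV362 (169, next 32), the *ANKLE1* interactions of Ishikawa (2), the *ABHD8* interactions of B80T5 among normal lines (2), the *HOXB5* interactions of B80T5 (0, next normal line 48), and the percentage of interactions seen in that line only in B80T5 (17.2, next 11.4). Where all other lines of the phenotype are at 0, any count is flagged, as for *ANKLE1* and *ABHD8*. B80T5 is the only breast line among the normal lines, and *HOXB5* is listed at 0 in every breast line. *CCND1* and *MYEOV* of COV362 lie in the same block of far contacts, so their flags are not independent. A signal the paper does not report on is the largest block of far contacts, 1573 pairs in COV362.

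Most far contacts form compact blocks of single lines. In COV362, 1573 pairs join chromosome 1 156114516–156648484 to 161732448–164690619, where *PBX1* and *DDR2* lie. Another 337 join chromosome 11 69292684–70207874 (*CCND1*, *MYEOV* and others) to chromosome 12 113236805–115802642 (*TBX3*, *TBX5* and others). In LNCAP, 321 pairs join chromosome 14 35809246–37435864 (*PAX9*, *NKX2-1*, *MIPOL1* and others) to chromosome 7 12541829–14163266, where the ETS factor gene *ETV1* and others lie. A further 313 join chromosome 14 37588852–38258093 to chromosome 7 7895430–8396535. The first of these 2 stretches holds *FOXA1*, a pioneer factor of the androgen receptor, and other genes. In MCF7, 764 join chromosome 6 151690254–153055713 to chromosome 3 177123378–179588023 (*PIK3CA* and others). In PC3, 455 join chromosome 1 204355295–205731495 (*MDM4* and others) to chromosome 10 50797015–52474270. In OVCAR4, 363 join chromosome 10 112644496–113751815 (*TCF7L2* and others) to 103706240–104360148 on the same chromosome. Each count covers all baits and other ends of the 2 stretches, not the named genes alone. Over 10 lines there are 82 blocks of at least 20 pairs, 76 of them in cancer lines. Of the 82 blocks, 42 lie between different chromosomes and 4 join chromosome 11 baits to an alternate sequence of chromosome 11 in the reference. In E6E7hTERT and Ishikawa a block at the alternate sequence is the only block.

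Scattered noise would leave few pairs in blocks, but 91.9% of the far interactions of all lines together lie in them. The share was 0% of 14 in MDAMB231 and of 44 in FT282, 18.8% of 117 in Ishikawa and 30.3% of 89 in E6E7hTERT. For the far interactions of these lines scattered noise stays open. Misplaced sequence of the reference would bring the same blocks in several lines. Of the 78 blocks on assembled chromosomes, 1.28% had 5 or more far pairs of another line between the same stretches, but the block at the alternate sequence recurs in 4 lines (E6E7hTERT, PC3, MCF7 and Ishikawa, 22 to 27 pairs), where the reference may be the source. Extra copies of a segment would raise its contacts with baits everywhere, but the median block is contacted from baits of 1 of the 44 regions. For 7 blocks of MCF7 on chromosomes 17 and 20, contacted from 3 to 6 regions, extra copies stay open: scores fell from a corner in 42.9% of them, which does not decide. For joined segments, scores should fall with distance from 1 corner of the block, where the segments meet. They did in 64.6% of blocks, against 5% by chance if the pairs of a block were independent. Pairs that share a fragment are not, so the rate by chance can be above 5%. In blocks on 1 chromosome, the test also did not separate a corner from plain distance to the baits. Chromosome segments joined in the line may underlie many of the blocks, but this is a hypothesis found and tested on the same scores. It rests on no sequence of a junction. LNCAP cells are known to carry *ETV1* moved to chromosome 14.

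In the breast comparison limma called 21047 of 64395 pairs, 1905 higher and 19142 lower in breast lines, and after quantile normalization 24509, with 10455 higher and 14054 lower, so the balance of directions depends on the scaling. The strongest, at *PLCB2*, *INPP5B*, *MAP7D1*, *GDF15*, *NDUFS5*, *RPS16* and *SNIP1*, are all listed at 0 in the 3 breast lines. Of the calls, 13182 (62.6%) have a bait listed at 0 in all 3. Such baits make up 93.8% in the regions without breast cancer risk and 26.1% in those with it. With baits above 0 in every line, 1811 of 36432 pairs were called, 860 higher and 951 lower, but that limit removes baits with lower contacts in breast lines by construction. If such baits were missing from the breast libraries, their fragments should still be seen from other baits. Of 161 pairs within 5 Mb that join them to baits above 0 and were seen in another line, 4.35% were seen in a breast line, against 62.5% of 2618 pairs of 2 baits above 0. This meets the bound set to exclude the explanation, but the bound was wrong: pairs of 2 baits are captured from both ends, so a missing bait lowers them by itself, and 55.9% still had a score above 0 in a breast line. In 4 regions without breast cancer risk, every bait with a pair is at 0 in all 3 breast lines (57 of 57, 73 of 73, 11 of 11 and 120 of 120). Lower contacts alone would not put every bait of a region at 0, so these values argue against them there. For baits of the other regions, missing baits and lower contacts in breast lines cannot be told apart. Whether the 1811 come from breast origin or from the library set cannot be told apart, because every breast library belongs to the earlier set. Chance can be excluded (21047 against 24 in the highest other split, and 1811 against 16).

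Between endometrial, ovarian and prostate lines limma called 6 of 62031 pairs (2271 at unadjusted p under 0.05). Of these, 4 join the bait of *HMGA1*, an architectural chromatin protein, to *RPS10* (mean score 12.1 ± 2.29 SD in endometrial lines, adjusted p = 0.00553), *NUDT3* (11.3 ± 2.60), *IP6K3* (8.90 ± 1.26) and *GRM4* (6.27 ± 0.940), and are listed at 0 in every other line. The rest join *LCE1D*, a gene of the skin barrier, to *LCE1F* and *PRR9*, and are listed at 0 in the prostate and breast lines. Both baits are at 0 with every partner there. Whether they are missing from those lines cannot be told apart from lower contacts, since their fragments had 0 interactions as other ends of other baits in any of the 9 lines. Chance cannot be excluded (6 against 26 in the highest other split, with 28 of 100 splits calling as many).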

How the results depend on the processing

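Alternatives chosen after the data were seen are baits above 0 in every line compared, baits with a pair, pairs at assembled chromosomes only, the 9 lines without breast for gene lists and candidate promoters, and other thresholds for named genes. No paired analysis was possible because the deposited scores merge the 2 libraries of each line, so the replicate number as a block was not run. Of 188 alternatives over 37 results, 134 kept their side of the threshold or stayed within 1.5 times. The candidate promoters kept theirs in every alternative run (leaving out 1 line, 6.86–7.79). Depth is unknown, so thresholds cannot be set by reads. The cause of the changes below was not tested.

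The lowest, median and highest number of interactions per line were 4089, 6971 and 10210 at a score of 7, 1818, 3040.5 and 4975 at 10, and 5718, 7420.5 and 10354 with baits within the 44 regions. The similarity within tissues lost its call with the Jaccard index (0.00649) and pairs within 5 Mb (0.0181). Leaving out 1 line it ran from −0.0203 (ARK1) to 0.0540 (FT282); it was reversed without E6E7hTERT (−0.00625), ARK1 and Ishikawa (−0.0129). The far share gained a call at a score of 10 (16.6 points) and over the 9 lines without breast (9.44), and ran from 5.46 (FT282) to 9.76 (MDAMB231) with 1 line left out. The tissue comparison called 12 pairs after quantile normalization, 27 within 5 Mb, 0 with baits above 0 in every line (limma, 2104 at unadjusted p under 0.05), which removes the 2 baits of the calls by construction, and 4 (OVCAR4 or RWPE1) to 27 (ARK1) with 1 line left out (18 E6E7hTERT, 13 FT282, 21 COV362, 20 LNCAP). The breast comparison called 5690 with baits called in both groups and 1811 with baits above 0 in every line. The cancer comparison called 0 by limma (2397 at unadjusted p under 0.05), and 0 to 1 with 1 line left out (1 without RWPE1, 0 without B80T5). Among gene lists, DNA damage lost its call at a score of 10 (difference 1.76), within 1 Mb (3.54), over 9 lines (4.96) and with baits that have a pair (4.59). The 8q24 list gained one at a score of 10 (4.24) and was reversed within 1 Mb (−0.414), as were the imprinted list at a score of 10 (−0.247) and the ovarian match of risk and tissue within 5 Mb (−0.303).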

Differences from the paper's values

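At a score of at least 5 and over all baits, no value computed from the scores lay more than 1.5 times from a value the paper states for the same measure. Under other settings the number of interactions in the highest line did: against the paper's 19000 it was 10354 with baits within the 44 regions alone, 10210 at a score of 7 and 4975 at a score of 10. In the lowest line it was 5718, 4089 and 1818 there, of which the first lay within 1.5 times of the paper's value and the others did not. Smaller differences were found in counts from the tables. The paper gives 53 candidate genes in 22 regions, where the copy of S5 Table used here lists 52 in 21. It gives 3096 genes for the baits, where GENCODE release 44 gives 3116, and its count of genes for individual cancers is above the 277 protein-coding genes of S9 Table, which lists 423 genes of all kinds.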

Other observations

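Among the tests in this part, those restricted to baits above 0 in every line were chosen after the results were seen. Some developmental transcription factors are among the best connected promoters, and those named here are high members of their list. The median of that list was 10.3 interactions per bait against 2.33 over all baits, and 1 of its 17 baits had none. *DLX2*, a homeobox factor, had a mean of 53.9 interactions per line (24–72), *TBX3* 23.9, and *KLF5* 15.8 with 49 in RWPE1. The highest counts of *TBX3* (70 in COV362, 8 of them within 5 Mb) and *FOXA1* (110 in LNCAP, 3 within 5 Mb) are mostly far contacts. The list had a mean of 15.9 interactions per bait against 5.40 over all baits (permutation test, adjusted p = 0.000132); 14 of its 17 genes are baited, and *TCF7L2* and *PAX9* were picked by the study from these libraries. *ESR1*, the estrogen receptor, had 138 interactions in MCF7, of which 56 within 5 Mb, and 46 in LNCAP, with a mean of 20.7 and 33.1% far. The list of steroid hormone signalling had a mean of 8.40 (adjusted p = 0.367).

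At 9p21, *CDKN2A*, a cell cycle inhibitor that is often deleted in cancer, had 29.5 interactions per line, with 81 in B80T5. Its 2 baits and those of *CDKN2B*, *IFNE*, *IFNW1*, *IFNA2* and *IFNA8* are listed at 0 with every partner in MDAMB231. The interferon list had a mean of 2.43 (adjusted p = 0.336). At 11p15 *IGF2*, a growth factor, had 18.8 (7–25) and *CD81*, a tetraspanin, 16.4; the imprinted list had 7.01 (adjusted p = 0.458). *S100A1* and *S100A13*, calcium binding proteins, had 22.5, with 104 in OVCAR4 and 70 in ARK1, and the S100 list 8.04 (adjusted p = 0.367). The 8q24 list had 12.0 (adjusted p = 0.0878). MHC class I, MHC class II and olfactory receptor genes have 12, 9 and 9 baits, all of them without a pair (permutation test, adjusted p = 5.5e-05 each), so their 0 interactions cannot be read as silent promoters. The missing pairs fixed the outcome of these tests, which also enter the adjustment over the 11 lists.

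With limma, no list had a pair called between endometrial, ovarian and prostate lines over all pairs tested. Adjusted over the list alone, 55 of 768 pairs of the 8q24 list were called (136 at unadjusted p under 0.05), on the baits of *MYC*, *PVT1* and *POU5F1B*, 22 of 847 of the DNA damage list (91), all on the *MYC* bait, and 1 of 222 of the imprinted list (8), at an alternate sequence of chromosome 11. Between cancer and normal lines limma called 0 of 64395 pairs (2397 at unadjusted p under 0.05) and 0 in every list, also adjusted over the list alone. The other splits within tissue say nothing about a count of 0, since all 81 call at least as many (highest other 2). In the breast comparison 648 of 651 pairs of the HOXB list were called, all lower and all on baits listed at 0 in breast lines. The S100 list had 151 of 440 lower, the imprinted list 48 of 222 lower, the steroid list 21 higher and 2 lower of 438. The DNA damage list had 28 higher and 27 lower, the developmental list 6 and 76, the 8q24 list 4 and 5, and the interferon list 6 lower.

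With baits above 0 in every line, the breast lines had higher scores at *C1orf56* (mean 15.3 ± 3.95 SD against 0.662 ± 0.154), *PRUNE1* (14.8) and the histone genes *H2BC17* (19.6) and *H4C11* (8.00). They had lower scores at *PRSS16* (0.266 against 17.4 ± 5.57), *TNFAIP8L2*, *KCTD18*, *CCDC186* and *POM121L2*. In 42.1% of these called pairs the other end was also baited, against 12.4% of the pairs tested.

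A hypothesis set before the scores were compared was that regions of risk for a cancer hold a larger share of their interactions in lines of that tissue. Over 43 regions the share in regions with the risk minus that in regions without was 20.1 points for breast (permutation test, adjusted p = 0.00092), 3.58 for endometrial (0.32; 0.873 with the breast lines left out), 1.56 for ovarian (0.678) and −1.85 for prostate (0.678). The breast value cannot be told apart from the earlier capture, since baits listed at 0 in breast lines crowd into regions without breast risk, and for the other cancers the difference did not pass the threshold in either direction.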
